# LincRNA-EPS alleviates osteoclastogenesis under inflammatory microenvironment through preventing excessive iron metabolism

**DOI:** 10.1038/s41419-026-08716-y

**Published:** 2026-04-03

**Authors:** Jin Wang, Yabing Wang, Zhanwei Zhang, Xin Wang, Jiansheng Su

**Keywords:** Cell biology, Long non-coding RNAs, Osteoimmunology

## Abstract

The precise regulation of bone homeostasis and the balance between bone resorption and formation in periodontitis remain unclear. This study explores the role of long intergenic noncoding RNA-erythroid prosurvival (lincRNA-EPS) in inflammatory osteoclastogenesis and bone resorption. LincRNA-EPS knockout (KO) worsened LPS-induced alveolar bone resorption in vivo and osteoclast differentiation in vitro. Transcriptomics and protein sequencing showed dysregulated osteoclastogenesis and iron homeostasis without lincRNA-EPS, marked by increased expression of *Lcn2*. Knockdown of Lcn2 in osteoclast precursors (OCPs) resulted in a reduction in the level of iron metabolism and osteoclastogenesis; however, the regulatory response was delayed in KO cells. Correspondingly, overexpression of lincRNA-EPS accelerated the regulation of iron metabolism. Further, reducing Lcn2 levels in wildtype mice alleviated periodontitis-related bone loss, but not in KO mice. Taken together, we identified the critical role of lincRNA-EPS in regulating osteoclastogenesis under inflammatory environment, by preventing excessive iron metabolism caused by Lcn2.

## Introduction

Periodontitis is a chronic inflammatory disease that occurs in the supporting tissues of the teeth, including the gingiva, periodontal ligament and alveolar bone [1]. Alveolar bone resorption, the result of osteoclast activation, is one of the primary clinical manifestations of periodontitis and a major cause of tooth loss, significantly impacting patients’ quality of life [2]. Mechanistically, the pathologic bacteria trigger inflammatory response in periodontal microenvironment, which further stimulates the production of various pro-inflammatory cytokines and Receptor Activator of Nuclear Factor-κB Ligand (RANKL), inducing osteoclast differentiation and activation. Additionally, pathogenic factors such as periodontal bacteria and mechanical stress can directly activate osteoclasts, leading to alveolar bone resorption [2, 3]. Thus, achieving precise control of bone homeostasis by modulating the balance between bone resorption and formation under inflammatory conditions – particularly by inhibiting excessive osteoclast activity – constitutes a critical step in controlling alveolar bone loss and treating periodontitis.

Classically, osteoclasts differentiation depends on RANKL, which formed through the fusion of monocyte- or macrophage-derived osteoclast precursors (OCPs) that originate from hematopoietic lineage [4, 5]. However, in recent years, multiple RANKL-independent and inflammation-related osteoclast differentiation pathways have been identified and are increasingly recognized as potentially highly relevant to pathological bone resorption [6]. For instance, direct stimulation of OCPs by bacterial lipopolysaccharide (LPS) activates Toll-like receptor 4 (TLR4), triggering tumor necrosis factor-α (TNF-α) secretion. This cytokine acts in an autocrine/paracrine manner to promote osteoclast precursor differentiating into mature osteoclasts via the NF-κB pathway [7]. Additionally, metabolic reprogramming mediated by transforming growth factor-β (TGF-β)/TNF can independently drive osteoclast differentiation and maturation without RANKL involvement [8]. That is, osteoclast can be over-activated under inflammatory environment through mechanisms beyond the effect of RANKL, which are essential in inflammatory bone resorption. However, how to suppress the reaction of osteoclast lineage to inflammatory factors remains unknown.

Long intergenic noncoding RNA-erythroid prosurvival (lincRNA-EPS) is capable of controlling nucleosome positioning and suppressing immune response gene transcription [9]. By binding to proteins such as SRSF3 (serine/arginine-rich splicing factor 3) and TDP43 (TAR DNA-binding protein-43), it inhibits the activation of the NF-κB pathway in condylar chondrocytes and gingival fibroblasts, respectively, thereby reducing inflammatory responses in tissues and mitigating bone damage in temporomandibular joint osteoarthritis and periodontitis [10, 11]. Overall, lincRNA-EPS can suppress the inflammatory response in cells [12, 13]. Since inflammatory factors increased osteoclast differentiation, lincRNA-EPS may also work in the process of osteoclastogenesis under inflammatory conditions. Our former research found that overexpression of lincRNA-EPS inhibits LPS-induced osteoclastogenesis in cell line Raw264.7 [14]. However, its direct regulatory effect and specific mechanisms on osteoclast differentiation in an inflammatory environment remain unknown. Therefore, exploring whether and by what mechanisms lincRNA‑EPS regulates inflammation‑driven osteoclastogenesis may not only reveal a novel hub linking inflammatory responses to abnormal bone resorption, but also provide crucial theoretical insights and potential targets for modulating the osteoimmune microenvironment and developing new therapeutic strategies.

With this goal, we utilized an LPS-induced periodontitis mouse model and an LPS-induced osteoclastogenesis model by bone marrow-derived macrophages (BMDMs). In this article, we discovered that lincRNA-EPS regulated iron metabolism homeostasis in osteoclasts, with the molecule lipocalin-2 (Lcn2) playing a critical role in this process. The deficiency of lincRNA-EPS promoted Lcn2 expression and iron metabolism, with upregulated osteoclast differentiation. This study delineates the regulatory role of lincRNA-EPS in inflammation-driven osteoclastogenesis and reveals its mediation of iron metabolism, which helps understanding pathology and developing targeted therapy of inflammatory bone disorders.

## Results

### LincRNA-EPS knockout exacerbated alveolar bone resorption in vivo and LPS-induced osteoclast differentiation in vitro

Periodontitis was induced via LPS-saturated silk thread ligation in wildtype (WT) and *lincRNA-EPS*^*-/-*^ (KO) mice. Alveolar bone resorption was evaluated by micro-CT and measured as the distance between alveolar bone crest and cemento-enamel junction (ABC-CEJ). As micro-CT analysis showed, the periodontitis model was successfully established after silk-ligation, and caused more severe alveolar bone resorption in KO mice (Fig. 1A, B). TRAP staining revealed a higher number of osteoclasts surrounding the absorbed alveolar crest in KO mice (Fig. 1C). The effect of lincRNA-EPS in osteoclast differentiation was also investigated in vitro. To mimic the osteoclast differentiation process under inflammatory environment, bone marrow-derived macrophages (BMDMs) isolated from both genotypes were stimulated with macrophage colony-stimulating factor (M-CSF), primed by receptor activator for nuclear factor-κB ligand (RANKL) for two days to form OCPs, and then induced by LPS and low-concentration RANKL (Fig. 1D). Compared with induced only by RANKL, the stimulus of LPS at the late stage significantly enhanced osteoclast differentiation and bone resorption on bone slices (Fig. 1E). On the other hand, as shown in qRT-PCR, the expression of lincRNA-EPS decreased after stimulation with RANKL and LPS (Fig. 1F). Therefore, LPS-induced osteoclasts differentiated from WT and KO OCPs were compared. More and larger osteoclasts were induced when lincRNA-RPS was deleted (Fig. 1G). Besides, an increase in bone resorption pits was observed on the bone slices co-cultured with KO osteoclasts, indicating a higher bone resorption activity of the knockout cells (Fig. 1H). Meanwhile, the expression of osteoclast marker genes (*Dcstamp, Ctsk, Mmp9*) and representative proteins (Nfatc1, Ctsk) were upregulated in KO osteoclasts (Fig. 1I, J). These data indicates that lincRNA-EPS deletion exacerbate LPS-induced osteoclast differentiation and function both in vivo and in vitro.

**Fig. 1:**
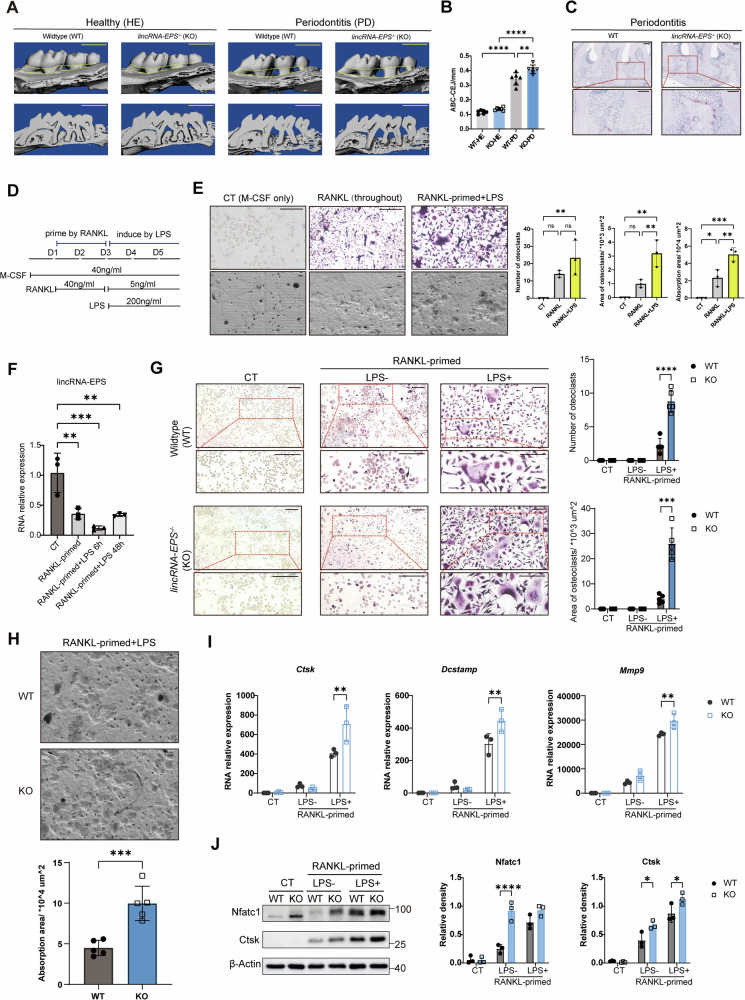
LincRNA-EPS knockout exacerbated alveolar bone resorption in vivo and LPS-induced osteoclast differentiation in vitro. **A** Micro-CT reconstruction of maxillary alveolar bone in wild-type (WT) and *lincRNA-EPS*^-/-^ (KO) mice under healthy and LPS-induced periodontitis conditions. Scale bar: 1 mm. **B** Quantification of the cementoenamel junction to alveolar bone crest (CEJ-ABC) distance (*n* = 6). **C** TRAP staining showing osteoclast activity in periodontitis-affected periodontal tissues. Scale bar: 100 μm. **D** Schematic of the LPS-induced osteoclastogenesis model in vitro using bone marrow-derived macrophages (BMDMs). **E** TRAP staining of osteoclasts (upper) and bone resorption pit morphology shown by electron microscopy (lower) under various induction conditions. Quantification results of osteoclasts and resorption pits are shown on the right (*n* = 3). Scale bar: 20 μm. **F** The expression of lincRNA-EPS during LPS-induced osteoclastogenesis (*n* = 3). **G** TRAP staining of osteoclasts differentiated from WT and KO BMDMs with LPS stimulation after RANKL-primed (*n* = 5). Scale bar: 20 μm. **H** Bone resorption pits of bone slices co-cultured with WT and KO osteoclasts (*n* = 5). Scale bar: 20 μm. **I** qRT-PCR analysis of osteoclastogenesis markers (*Ctsk*, *Dcstamp, Mmp9*) (*n* = 3). The expression levels of genes were normalized to β-Actin levels. **J** Western blot analysis of osteoclastogenesis marker proteins (Nfatc1, Ctsk) (*n* = 3). One-way ANOVA with Tukey-Kramer test was used in **B**, **E**, and **F**. Two-way ANOVA with Tukey-Kramer test was used in **G**, **I** and **J**. Data were presented as mean ± SD. Significance levels were denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns refers to no significant difference.

### Transcriptomic profiling revealed dysregulated osteoclastogenesis and iron homeostasis in lincRNA-EPS-deficient osteoclasts, represented by up-regulated gene *Lcn2*

The properties of OCPs greatly affect the generation of osteoclasts [15]. The above findings indicates that KO OCPs are more responsive to LPS stimulation. 

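Osteoclast precursors (OCPs) are macrophages grown from bone marrow that have started on the way to osteoclasts. RNA was sequenced from 3 WT and 3 *lincRNA-EPS* knockout (KO) cultures, 1 library per culture. The labels of the libraries call the cells bone marrow-derived macrophages. They were kept with 40 ng/ml of the growth factor M-CSF for 24 h, and RANKL, the cytokine that drives osteoclast differentiation, was then present at 40 ng/ml for 48 h. The authors deposited estimated counts for 57180 genes without normalization, made from stranded mRNA libraries at their sequencing provider. Between 25.14% and 26.59% of the detected genes in a library had a value that was not whole, so the estimated counts were rounded to whole numbers. The total was 19736267, 18322669 and 18951115 counts in WT replicates 1, 2 and 3, and 18831493, 17757351 and 19998611 counts in KO replicates 1, 2 and 3. No pair of libraries was within sampling noise of each other: the lowest chi-square per degree of freedom, between WT replicates 1 and 3, was 4.03, where sampling noise alone gives 1. Normalized counts are in CPM after edgeR's TMM normalization. The genes kept by edgeR's expression filter, 13428 in all, were tested with edgeR's quasi-likelihood test and adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed with an adjusted p-value under 0.01 and a fold change above 1.3. An exact permutation test of 3 libraries against 3 cannot give a p-value under 0.1, so none is given for single genes.
The targeted transcript was read first. LincRNA-EPS is listed as *Ttc39aos1* (ENSMUSG00000085873). In the GRCm38 annotation it lies on chromosome 4 from 109403794 to 109406155 on the minus strand, is classed as antisense, and has 2 transcripts with 2 to 4 exons. The paper's text does not name the genome build behind the counts, so positions are those of the annotation used here. The qRT-PCR primers of Table S1, ATGTGTATTAGAGTTTTGCCT and TCTTTTCAAGCCCATATGTGA, match its transcript ENSMUST00000150239 at bases 111 to 131 and 345 to 365, counted from the 5′ end. The gene *Ttc39a* lies 467 bases away on the plus strand and shares 0 exonic bases with it. LincRNA-EPS had 20, 37 and 41 counts in WT replicates 1, 2 and 3 and 0 counts in each KO library. Its WT level was 1.73 ± 0.630 normalized counts (SD, n = 3), and KO was at least 10.8-fold lower when set against a floor of 3 counts. The difference had an adjusted p = 0.120 from edgeR's quasi-likelihood test. The log2 fold change of -8.03 that edgeR reports is not a measured size, since all KO libraries are at 0, and limma-voom gives -5.95 for the same counts.
The libraries differed along the GC content of the transcripts. Genes with a GC value and a mean log2 CPM above 1 were taken, 11211 in all, which are not independent replicates. Across them edgeR's log2 fold change between KO and WT fell with GC content (r = -0.611). Over all tested genes with a GC value, r was -0.510 for the same fold changes. Across the 11211 genes, the difference between KO replicates 1 and 3, of one genotype, had r = -0.614 with GC content. That between WT replicates 1 and 2 had r = 0.546. In simulated counts without this bias, edgeR recovered 86.5% of 200 genes changed by 1 on the log2 scale. With the bias fitted to these libraries it recovered 56.0%, and 86.0% after a correction of each library for GC content. The simulated bias and the correction are trends of the same form, so this recovery was nearly fixed in advance, and a true change that follows GC content was not simulated. The simulated dispersions were taken from the uncorrected libraries and already hold GC differences within a genotype. The biased counts carry these differences again, so the recovered shares need not hold for the real libraries. The GC correction was chosen after the data were seen, and values with it are given beside uncorrected ones.

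**Figure D1:**
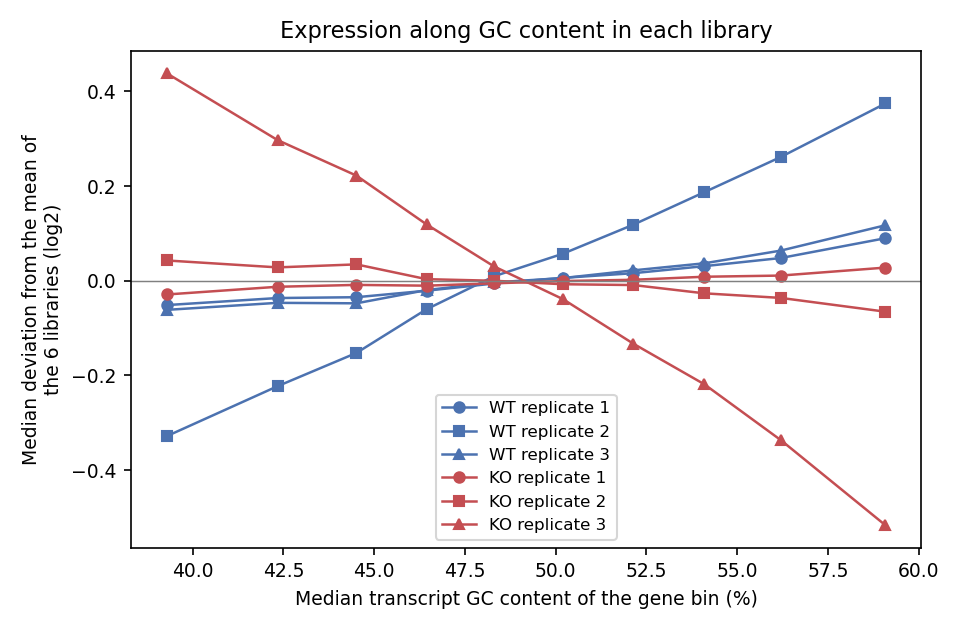
Median deviation of each library from the mean of the 6 libraries (y axis, log2 CPM) in 10 bins of genes ordered by transcript GC content (x axis, median GC percent of the bin), with 1 line per library. KO replicate 3 runs from 0.44 in the lowest bin to -0.52 in the highest and WT replicate 2 from -0.33 to 0.37, while the other 4 libraries lie between them in both of these bins.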

To investigate the underlying mechanism of lincRNA-EPS affecting osteoclast differentiation, transcriptomics sequencing was performed on WT and KO OCPs which underwent RANKL-priming (Fig. 2A). 

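Of the 13428 genes tested between KO and WT OCPs, 0 were higher and 1 was lower in KO past both limits. At an unadjusted p-value under 0.05 there were 1742 genes higher and 1773 lower. LincRNA-EPS, deleted in KO, fell short of the limits itself, so a gene that misses them was not shown to be unchanged. The gene past the limits was *Dtx3l* (ENSMUSG00000049502, chromosome 16 from 35926511 to 35939151 in GRCm38, minus strand). It had 26.0 ± 0.806 normalized counts in WT and 5.46 ± 0.823 in KO (SD, n = 3 each). Its log2 fold change was -2.25 (standard error 0.14, adjusted p = 0.0010 from edgeR's quasi-likelihood test). *Dtx3l* shares 458 exonic bases with *Parp9* on the opposite strand, and *Parp9* had a log2 fold change of 0.040. The choice of test moved the number of genes most among the alternatives that leave GC content uncorrected. DESeq2 gave 54 genes higher and 72 lower at the same limits, and *Dtx3l* was among them. In simulated counts that carried the GC bias of these libraries, DESeq2 made 215 calls, 50 of which were genes that had not been changed. It recovered 82.5% of the changed genes, and edgeR recovered 56.0% with 2 unchanged genes called. With the GC correction DESeq2 made 210 calls there, 17 of which were unchanged genes. Since the simulated dispersions already hold part of the GC differences, these numbers of calls need not hold for the real libraries. In the real libraries it then gave 197 genes higher and 151 lower. That fit was run on 13425 genes, and the fit without the correction on 24756. At an adjusted p-value under 0.05 with the same fold change, the correction lowered the total from 770 to 681 genes. With the same correction, edgeR's test gave 1 gene higher and 2 lower, and 62 higher and 55 lower at an adjusted p-value under 0.05 with the same fold change.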

The top 125 differential expressing genes (DEGs) were used for further analysis. 

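*Dcstamp* (ENSMUSG00000022303) encodes a membrane protein needed for the fusion of osteoclast precursors, and *Ctsk* (ENSMUSG00000028111) encodes the protease cathepsin K, with which osteoclasts break down bone collagen. In GRCm38, *Dcstamp* lies on chromosome 15 from 39745930 to 39760938, and *Ctsk* on chromosome 3 from 95499256 to 95509362. *Dcstamp* had 115 ± 5.60 normalized counts in WT OCPs and 207 ± 18.5 in KO OCPs (SD, n = 3 each). Its log2 fold change was 0.84 (standard error 0.10, adjusted p = 0.0635 from edgeR's quasi-likelihood test). *Ctsk* had 942 ± 58.5 normalized counts in WT and 1606 ± 150.4 in KO (SD, n = 3 each), a log2 fold change of 0.77 (standard error 0.11, adjusted p = 0.102). The WT and KO libraries of both genes did not overlap, which happens by chance for 10% of genes with 3 libraries against 3. It is likelier for genes that, like these, the paper picked from the same libraries. With each library left out in turn, the log2 fold change stayed between 0.77 and 0.89 for *Dcstamp* and between 0.70 and 0.83 for *Ctsk*. Ordered by p-value, *Dcstamp* was number 3 and *Ctsk* number 9 of the genes tested, and ordered from the largest increase they were number 245 and number 317. Both passed the limits with DESeq2, with adjusted p = 8.87e-11 for *Dcstamp* and 6.32e-09 for *Ctsk*. The adjusted p from edgeR's test with the GC correction was 0.00593 for *Dcstamp* and 0.0175 for *Ctsk*. *Mmp9*, *Ocstamp*, *Fos* and *Nfatc1* are osteoclast genes that the paper measured in other experiments. Their log2 fold changes were 0.28, 0.19, 0.10 and 0.033, with adjusted p from 0.207 for *Mmp9* to 0.872 for *Nfatc1* in edgeR's test, and the WT and KO libraries of all 4 overlapped. With the GC correction their log2 fold changes were 0.47, 0.32, 0.19 and 0.18. *Mmp9* then had an adjusted p = 0.0458, and it passed the limits with DESeq2 and the GC correction together (adjusted p = 1.92e-07), while the other 3 genes did not. Without *Ctsk*, *Dcstamp* and the other genes labelled in Fig. 2, a list of osteoclast genes, 33 of which were tested, had a median log2 fold change of 0.10. Of these genes 19 were higher and 14 lower in KO (adjusted p = 0.0727, limma's camera test, over 7 gene lists). Once corrected for GC content, 28 were higher and 5 lower (adjusted p = 3.35e-06). Both values take a fixed inter-gene correlation of 0.01. Without the GC correction the adjusted p was 0.590 with this correlation estimated and 0.278 with limma's fry. Neither was run on the GC-corrected values.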

Among them, *Ctsk* and *Dcstamp* were top upregulated genes, indicating increased osteoclastogenesis (Fig.2B). During osteoclast differentiation, extensive metabolic reprogramming occurs, involving changes in oxidative phosphorylation, glycolysis, lipid metabolism, amino acid metabolism [16]. Proper regulation of metabolic activity is crucial for osteoclast differentiation, and metabolic reprogramming can modulate osteoclast function [17]. Therefore, KEGG and Reactome enrichment analyses were performed, and we focused specifically on the alterations in cellular metabolic activity, function, and different signaling pathways between KO and WT OCPs. 

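The deposited table pairs 8806 genes with KEGG pathways. Of the genes past the limits in edgeR's test, only *Dtx3l* has such a pair, and it belongs to neither osteoclast differentiation nor ferroptosis, so the one-sided Fisher's exact test has an adjusted p = 1 for both pathways against the 5314 tested genes with a pathway. With DESeq2, 66 of the genes past the limits have a KEGG pathway, against a background of 4585. Osteoclast differentiation holds 107 genes of this background, and 4 of them were past the limits, namely *Ctsk*, *Fcgr1*, *Oscar* and *Pira12*. Its adjusted p was 0.463 over the 128 pathways with at least 1 such gene. *Pira12* belongs to a family of near-identical receptors among which the counting may have split reads. Ferroptosis holds 34 genes of the background, and 2 of them were past the limits, *Hmox1*, which was lower in KO, and *Tfrc*, which was higher (adjusted p = 0.520, the same test). A test without a gene list, limma's camera over all 341 KEGG pathways, gave the 118 tested genes of osteoclast differentiation a median log2 fold change of -0.12 (adjusted p = 0.127). The 35 tested genes of ferroptosis had a median of -0.07 (adjusted p = 0.867 from the same test). Neither pathway passed an adjusted p-value of 0.05 under any alternative tried. Those with a list from edgeR could not have passed, since *Dtx3l* is the only gene with a KEGG pathway in them.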

KEGG pathway enrichment analysis of DEGs showed enrichment in osteoclast differentiation and ferroptosis (Fig. 2C). 

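Reactome pathways are given for 8794 genes of the deposited table. *Dtx3l* was also the only gene past the limits in edgeR's test with a Reactome pathway. None of metal sequestration by antimicrobial proteins, iron uptake and transport, and transferrin endocytosis and recycling contains it (adjusted p = 1 for each, one-sided Fisher's exact test against 6096 tested genes). The genes past the limits with DESeq2 include 67 with a Reactome pathway, against a background of 5380. Of the 4 background genes of metal sequestration, 3 were in this list, *Lcn2*, *S100a8* and *S100a9*, all higher in KO. It was number 1 of 289 pathways by p-value, with an adjusted p = 0.00212. Iron uptake and transport, with 38 background genes, was number 3 with 5 genes, *Atp6v0d2*, *Atp6v1d*, *Hmox1*, *Lcn2* and *Tfrc* (adjusted p = 0.00906). Transferrin endocytosis and recycling, with 22 background genes, was number 7 with 3 genes, *Atp6v0d2*, *Atp6v1d* and *Tfrc* (adjusted p = 0.0991). *Atp6v0d2* and *Atp6v1d* encode subunits of the proton pump V-ATPase, which osteoclasts also use to acidify bone. With all V-ATPase subunit genes left out, iron uptake and transport, with 3 of 23 background genes, no longer passed an adjusted p-value of 0.05, and metal sequestration did. With the list from DESeq2 after the GC correction, V-ATPase genes included, the adjusted p was 0.0130 for metal sequestration, 0.178 for iron uptake and transport and 0.150 for transferrin endocytosis and recycling. With only the genes higher in KO in the list from DESeq2 without this correction, the adjusted p of transferrin endocytosis and recycling was 0.00396. Tested without a gene list by limma's camera over 1427 Reactome pathways, the genes of metal sequestration had a median log2 fold change of 0.64 (adjusted p = 0.00632). Iron uptake and transport had a median of 0.13 (adjusted p = 0.124), and transferrin endocytosis and recycling had a median of 0.17 (adjusted p = 0.125). Camera on the GC-corrected values gave an adjusted p = 0.000375 for metal sequestration, 0.0984 for iron uptake and transport and 0.0228 for transferrin endocytosis and recycling. These camera values take a fixed inter-gene correlation of 0.01, and it was not estimated for these pathways. *S100a8* and *S100a9* encode subunits of one protein complex and rose together. Camera and Fisher's test may therefore give metal sequestration a p-value that is too small.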

Besides, pathways related to iron metabolism, including metal sequestration, iron uptake and transport and transferrin endocytosis and recycling, were enriched by Reactome pathway analysis (Fig. 2D). These enrichment results revealed dysregulated iron homeostasis after lincRNA-EPS knockout. 

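Beyond the pathway terms, a list of 39 genes of iron uptake, storage, export and its regulation was tested without the genes labelled in Fig. 2. Of its 29 tested genes, 12 were higher and 17 lower in KO OCPs, with a median log2 fold change of -0.07 (adjusted p = 0.863, limma's camera test). A list of 42 ferroptosis genes had 17 higher and 21 lower among 38 tested, with a median of -0.06 (adjusted p = 0.836). The GC correction brought the medians to -0.04 and 0.0073, with adjusted p = 0.829 and 0.821, so that the median of the ferroptosis list changed sign and neither list passed 0.05. The 17 tested V-ATPase subunit genes outside Fig. 2 had a median of 0.20, with 12 higher and 5 lower (adjusted p = 0.0445). After the GC correction their median was 0.15 (adjusted p = 0.00233). This list fell short of 0.05 in 6 of its 15 alternatives, with an adjusted p of up to 0.193. Of the genes of iron handling and ferroptosis with qRT-PCR primers in Table S1, *Lcn2*, *Tfrc* and *Hmox1* are also in Fig. 2F. All 3 had an unadjusted p-value under 0.05 (0.0010, 0.0026 and 0.0021 from edgeR's test) and passed the limits with DESeq2. After the GC correction *Tfrc* (0.33) and *Hmox1* (-0.30) were below the fold change limit, and *Lcn2* (0.64) was not. DESeq2 with that correction called only *Lcn2* of the 3. The other genes with such primers are *Fth1*, *Ftl1*, *Slc40a1*, *Ncoa4*, *Slc7a11*, *Nfe2l2*, *Acsl4* and *Gpx4*. Without the GC correction, 0 of these other 8 genes passed the limits and 0 had an unadjusted p-value under 0.05. Their log2 fold changes lay between -0.20 for *Slc7a11* and 0.22 for *Ncoa4*, with adjusted p from 0.235 to 0.846 in edgeR's quasi-likelihood test. The GC correction widened this to between -0.45 for *Slc7a11* and 0.41 for *Gpx4*, with *Slc40a1* at -0.33 and adjusted p from 0.0505 to 0.426. DESeq2 with the GC correction gave adjusted p = 0.000962 for *Slc7a11*, which passed the limits, 0.0149 for *Gpx4* and 0.0210 for *Slc40a1*. *Fth1*, which encodes the ferritin heavy chain, had 10807 ± 537 normalized counts in WT and 9514 ± 1167 in KO (SD, n = 3 each), a log2 fold change of -0.18 (standard error 0.14). *Ftl1*, the ferritin light chain, had a log2 fold change of -0.10 (standard error 0.12), which became 0.21 after the GC correction. Both ferritin genes have many processed copies in the genome, among which the counting may have split reads. From the enrichment of ferroptosis among the KEGG pathways and of metal sequestration, iron uptake and transferrin recycling among the Reactome pathways, the paper concludes that iron homeostasis is dysregulated without lincRNA-EPS. It then looks for key targets among the genes of the top pathways.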

Next, to find the key targets of lincRNA-EPS, the DEGs associated with the top 10 pathways from KEGG or Reactome analysis were merged, and Venn analysis was performed (Fig. 2E). As a result, 14 genes were identified and their expression levels were showed in a heatmap (Fig. 2F). 

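In these libraries 9 of the 14 genes were higher in KO (*Cxcr2*, *S100a8*, *Atp6v0d2*, *S100a9*, *Ctsk*, *Oscar*, *Atp6v1d*, *Tfrc* and *Lcn2*) and 5 were lower (*Irf7*, *Tnfrsf1b*, *Slc11a1*, *Pira12* and *Hmox1*). In edgeR's quasi-likelihood test 0 of the 14 passed both limits over all genes tested, with adjusted p from 0.0635 for *Irf7* to 0.147, and all 14 had an unadjusted p-value under 0.05. Adjusted over the list alone, 14 passed, which shows no stability because the list was chosen by the paper from these libraries. With DESeq2 all 14 passed. The WT and KO libraries of each of the 14 genes were separate. With 3 libraries against 3 this happens by chance for 10% of genes, but that rate does not hold for genes chosen from these libraries. The gene with the largest increase was *Cxcr2*, a chemokine receptor, with 6.05 ± 1.34 normalized counts in WT and 13.5 ± 1.52 in KO (SD, n = 3 each). Its log2 fold change was 1.16 (standard error 0.18). *S100a8* and *S100a9*, which encode the subunits of calprotectin, had log2 fold changes of 0.94 (standard error 0.21) and 0.80 (standard error 0.14). *Irf7*, an interferon regulatory factor, had the largest decrease, from 17.0 ± 0.718 to 8.17 ± 0.691 normalized counts (SD, n = 3 each), a log2 fold change of -1.06 (standard error 0.12). Of the lower genes, *Slc11a1* encodes a metal transporter and *Hmox1* the enzyme that frees iron from haem, and they had log2 fold changes of -0.52 and -0.43 (standard errors 0.12 and 0.10). After the GC correction all 14 genes had the same direction, and 10 had an adjusted p-value under 0.05 and a fold change above 1.3, the smallest adjusted p being 0.0107 for *Lcn2* and *Atp6v0d2* and the largest 0.0621 for *Tfrc*.

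**Figure D2:**
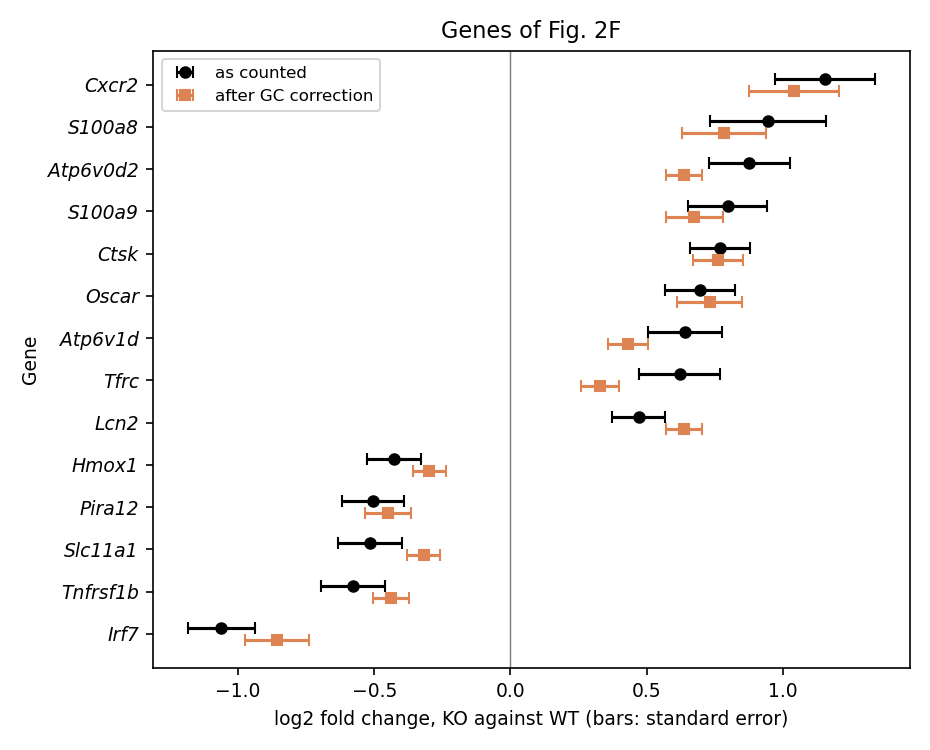
Log2 fold change between KO and WT (x axis) of each of the 14 genes (y axis), as counted (circles) and after the GC correction (squares), with bars of 1 standard error. The 9 genes that were higher and the 5 that were lower lie on the same side of 0 in both, and *Tfrc* moves from 0.62 to 0.33.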

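*Lcn2* (ENSMUSG00000026822) encodes lipocalin 2, which binds the siderophores that carry iron, and *Tfrc* (ENSMUSG00000022797) encodes the transferrin receptor. In GRCm38, *Lcn2* lies on chromosome 2 from 32384633 to 32388252 on the minus strand, and *Tfrc* on chromosome 16 from 32608920 to 32632794 on the plus strand. *Lcn2* had 84.8, 83.1 and 78.1 normalized counts in WT replicates 1, 2 and 3 and 119.8, 119 and 103 in KO replicates 1, 2 and 3. Its mean rose from 82.0 ± 3.46 to 114 ± 9.66 (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.098, adjusted p = 0.145 from edgeR's quasi-likelihood test). Every KO library was above every WT library, and with each library left out in turn the log2 fold change stayed between 0.43 and 0.54. DESeq2 gave it an adjusted p = 0.00407. Over all alternatives tried, the adjusted p of *Lcn2* ranged from 2.84e-10 to 0.442, and its log2 fold change from 0.43 to 0.64. Ordered from the largest increase, *Lcn2* was number 1187 of the 13428 genes tested, and number 52 among the 54 genes higher with DESeq2. Ordered by p-value in edgeR's test it was number 94 of the genes tested. *Tfrc* had 381 ± 51.5 normalized counts in WT and 586 ± 103 in KO (SD, n = 3 each), a log2 fold change of 0.62 (standard error 0.15, adjusted p = 0.147 from edgeR's quasi-likelihood test and 0.00801 from DESeq2). It was number 585 of the genes tested by size of increase, and number 37 among those higher with DESeq2. By p-value in edgeR's test *Tfrc* was number 222. The transcript of *Tfrc* has a GC content of 39.8% and that of *Lcn2* 54.4%. After the GC correction the log2 fold change of *Lcn2* was 0.64 (standard error 0.067) and that of *Tfrc* was 0.33 (standard error 0.071), which is below the fold change limit.

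**Figure D3:**
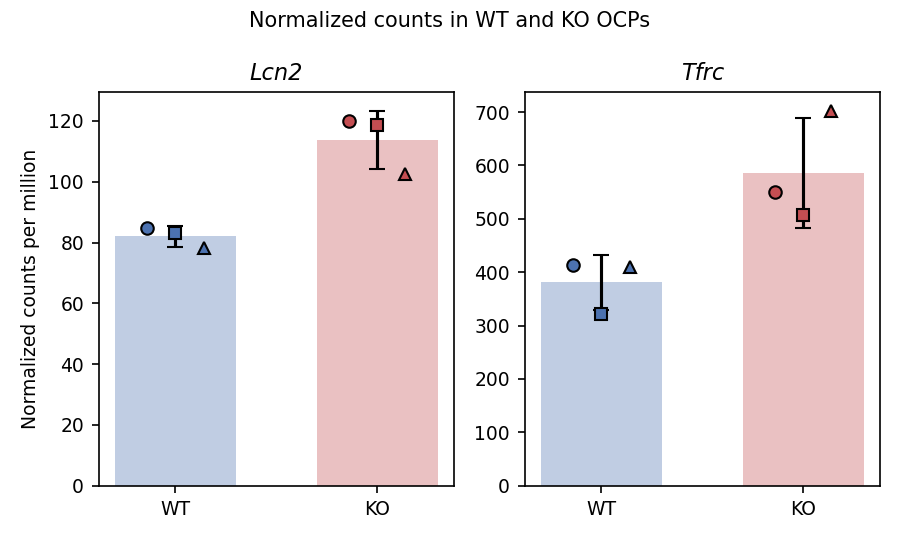
Normalized counts (y axis, CPM) of *Lcn2* and *Tfrc* in WT and KO OCPs. Bars show the mean of 3 libraries with the SD, and circles, squares and triangles show replicates 1, 2 and 3. The highest WT library of *Lcn2* is at 84.8 and the lowest KO library at 103; for *Tfrc* these are at 413 and 506.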

Notably, consistent with the Reactome enrichment result, *Lcn2* is one of the most highly up-regulated genes, as well as *Tfrc*, both of which are related to iron transport. The increased expression of *Lcn2* was validated by qRT-PCR (Fig. 2G). Interestingly, the *Lcn2* expression was markedly upregulated by stimulation with LPS, and lincRNA-EPS knockout compounded this change (Fig. 2H). These findings suggest that lincRNA-EPS may regulate osteoclast differentiation through regulation on iron metabolism, and *Lcn2* could be the key regulator gene.

**Fig. 2:**
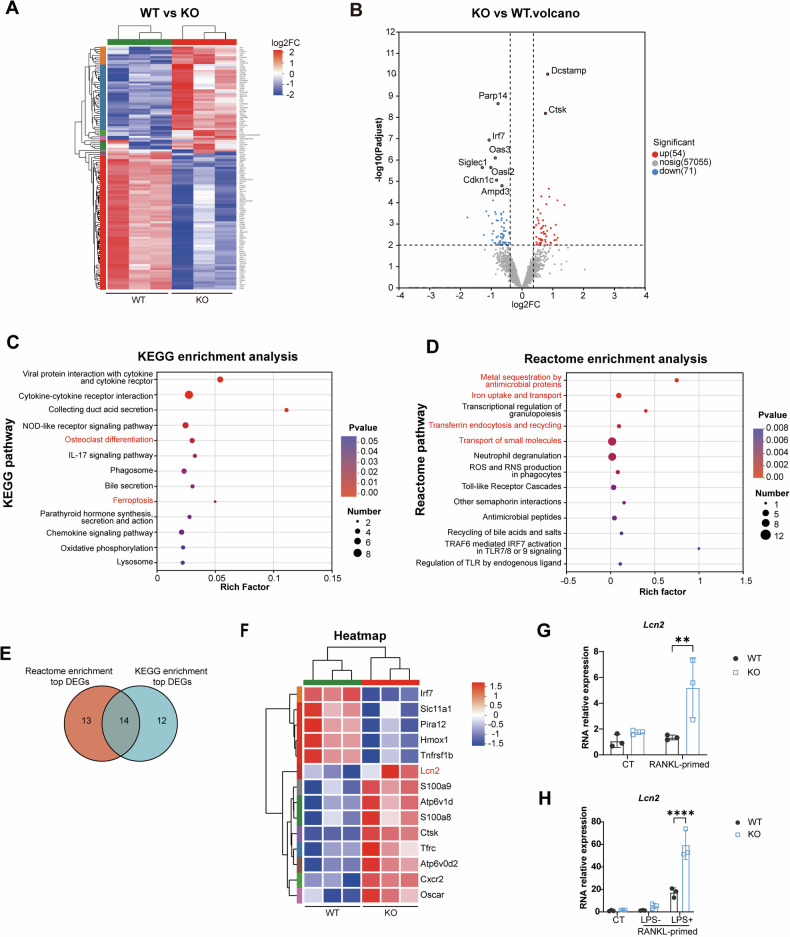
Transcriptomic profiling revealed dysregulated osteoclastogenesis and iron homeostasis in lincRNA-EPS-deficient osteoclasts, represented by up-regulated gene *Lcn2.* **A** Heatmap of significantly differently expressed genes (DEGs) between WT and KO osteoclast precursors ( | log2FC | > 1.3, FDR < 0.01). **B** Volcano plot of DEGs (red: up-regulated in KO; blue: down-regulated in KO). **C** KEGG pathway enrichment of DEGs. **D** Reactome pathway enrichment of DEGs. **E** Venn diagram of overlapped genes from top 10 pathways of KEGG and Reactome enrichment. **F** Heatmap of core dysregulated genes. **G** *Lcn2* mRNA expression after RANKL-primed. (*n* = 3). **H** *Lcn2* mRNA expression after LPS-induced. (*n* = 3). Two-way ANOVA with Tukey-Kramer test was used in **G** and **H**. Data were presented as mean ± SD. **P < 0.01. ****P < 0.0001.

### LincRNA-EPS knockout elevated Lcn2 expression and disrupted iron metabolism

Osteoclast differentiation is a highly energy-consuming biological process. During osteoclastogenesis, iron demand is significantly increased, which plays critical roles in mitochondrial metabolism and reactive oxygen species (ROS) production [18]. Therefore, sufficient and stable cellular iron supply is essential for osteoclast differentiation. On the other hand, Lcn2 is an iron-trafficking protein involved in multiple processes such as apoptosis and innate immunity [19, 20]. It transports iron into or out from cells, depending on its iron-binding form and cell microenvironment [20]. Based on the results in the two previous sections, the difference of *Lcn2* expression of WT and KO cells upon LPS stimulus drives our attention to the function change of mature osteoclast, especially the change of Lcn2 and iron metabolism, therefore, we next focused on Lcn2 and iron metabolism in LPS-induced osteoclastogenesis with or without lincRNA-EPS.

Firstly, Lcn2 expressions in vivo were detected through immunohistochemical (IHC). The staining results showed higher Lcn2 expression in *lincRNA-EPS*^-/-^ periodontitis tissues (Fig. 3A). In healthy alveolar bone, Lcn2 was primarily localized to the superficial cells of the gingival epithelium, while in periodontitis tissues of wildtype mice, Lcn2 expression extended to the subgingival connective tissue. Moreover, in periodontitis sections of *lincRNA-EPS*^*-/-*^ mice, Lcn2 expression expanded beyond the epithelium and connective tissue, including cells surrounding the alveolar bone (red triangle in Fig. 3A). Furthermore, the Lcn2 secretion level of OCPs upon LPS stimulus was detected through ELISA (Fig. 3B). The results demonstrated that, Lcn2 secretion of OCPs was significantly increased by LPS stimulation, while its secretion was further elevated in *lincRNA-EPS*^*-/-*^ cells under the same LPS stimulation condition.

**Fig. 3:**
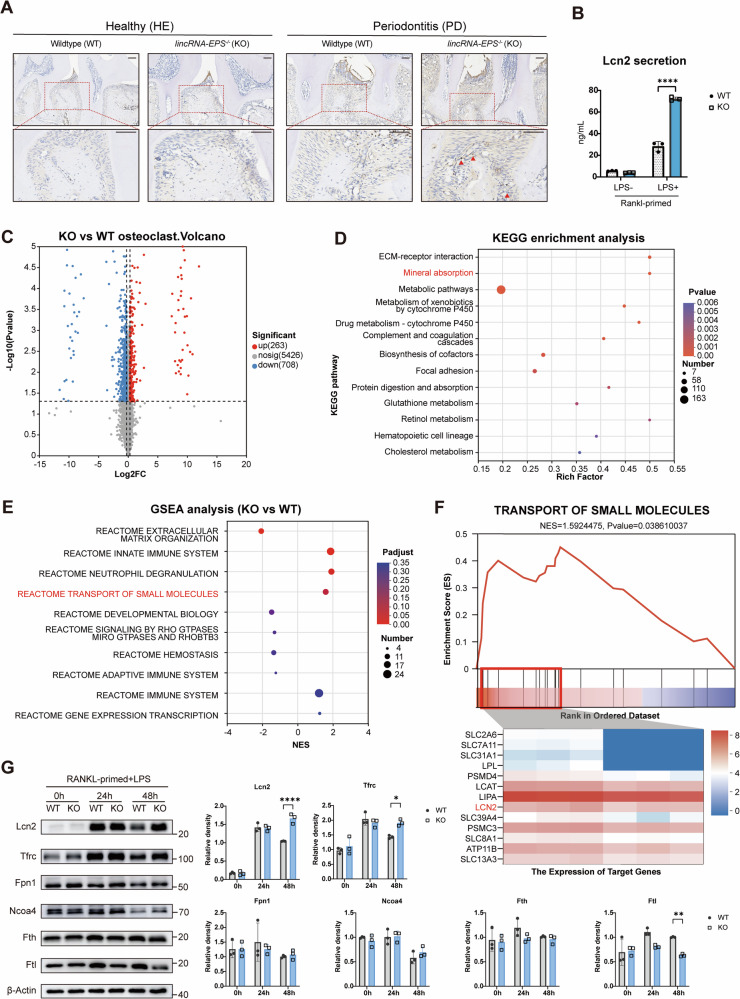
LincRNA-EPS knockout elevated Lcn2 expression and disrupted iron metabolism. **A** Immunohistochemistry (IHC) of Lcn2 in periodontal tissues. Scale bar: 100 μm. **B** ELISA quantification of secreted Lcn2 protein in OCP supernatants (*n* = 3). **C** Volcano plot of differentially expressed proteins in WT vs. KO osteoclasts. **D** KEGG pathway enrichment of differentially expressed proteins. **E** Gene Set Enrichment Analysis (GSEA) of differentially expressed proteins. **F** GSEA of “transport of small molecules” pathway with core enrichment proteins. **G** Western blot analysis of proteins related to iron metabolism during inflammatory osteoclastogenesis. Protein expression levels were quantified by grayscale analysis using ImageJ software (*n* = 3). Two-way ANOVA with Tukey-Kramer test was used in **B** and **G**. Data were presented as mean ± SD. Significance levels were denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

In order to investigate the changes of osteoclast metabolism and function, proteomics sequencing was performed on wildtype and *lincRNA-EPS*^*-/-*^ osteoclasts (Fig. 3C). KEGG enrichment analysis of differential proteins showed high relation with mineral absorption, which correspond with former results (Fig. 3D). Next, GSEA analysis revealed upregulated function of transport of small molecules (Fig. 3E). The detailed analysis of this protein group (transport of small molecules) listed the representative changed proteins (Fig. 3F). Expectedly, Lcn2 was one of the increased proteins in *lincRNA-EPS*^*-/-*^ osteoclasts. Therefore, the expression of main iron-transporting proteins and related proteins were detected by Western Blotting (Fig. 3G). Lcn2 and Tfrc, which take part in iron transport [20, 21], were upregulated after LPS stimulated (24 h vs 0 h). Notably, their expression maintained at a high level until 48 h in *lincRNA-EPS*^*-/-*^ osteoclasts but not in wildtype cells (48 h). On the other hand, Ncoa4 [22], which plays a critical role in degradation of ferritin, and Fpn1 [23], the iron exporter, were not up-regulated in *lincRNA-EPS*^*-/-*^ cells during osteoclast maturation (0 h and 24 h). The iron storage proteins, Fth and Ftl [24], were maintained and downregulated, respectively (0 h, 24 h and 48 h). These data indicate a sustained and active iron recycling and metabolism in KO osteoclasts.

### *Lcn2* knockdown disturbed iron metabolism and osteoclast maturation in the presence of lincRNA-EPS

To further explore the function of Lcn2 in osteoclast differentiation and the role of lincRNA-EPS in this process, lentivirus was applied to knockdown *Lcn2* expression in WT and KO OCPs, and then LPS were used to induce osteoclastogenesis. Both mRNA and protein expressions of Lcn2 caused by LPS stimulus were significantly reduced in WT and KO osteoclasts (Fig. 4A and 4C). However, the expression patterns of key iron metabolism genes and proteins differed between WT and KO osteoclasts (Fig. 4B, 4C). Among the genes involved in iron supply and storage, *Tfrc*, *Fpn1*, and *Ncoa4* were downregulated following *Lcn2* knockdown in WT osteoclasts, whereas their expression remained unaltered in KO osteoclasts (Fig. 4B, Fig. S1A). Furthermore, in WT osteoclasts, *Lcn2* knockdown decreased the protein expression of Tfrc and Ncoa4 significantly as early as 3 h after LPS stimulation. In contrast, this change in KO osteoclasts was delayed until 48 h (Fig. 4C, Fig. S1B).

**Fig. 4:**
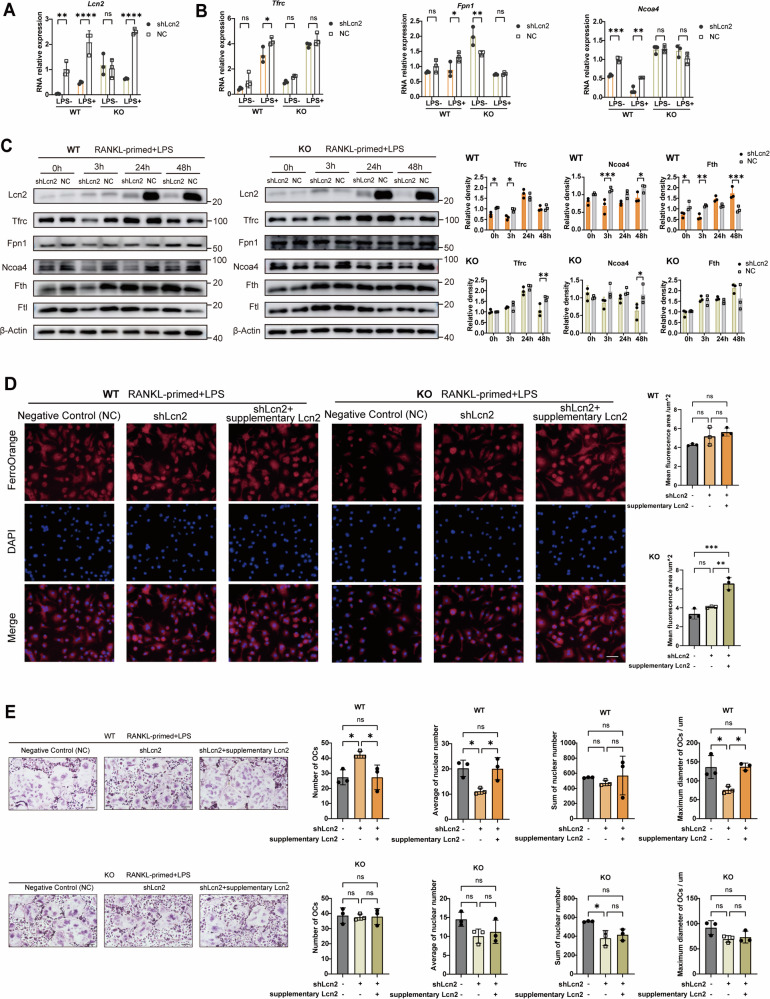
*Lcn2* knockdown disturbed iron metabolism and osteoclast maturation in the presence of lincRNA-EPS. **A** *Lcn2* knockdown efficiency in WT and KO OCPs (*n* = 3). **B** Iron metabolism genes expression of OCPs upon LPS stimulus after *Lcn2* knockdown (*n* = 3). **C** Western blot of iron metabolism proteins in WT and KO cells under RANKL-primed and LPS stimulation after *Lcn2* knockdown (*n* = 3). **D** Fe^2+^ levels in WT and KO cells with *Lcn2* knockdown or recombinant Lcn2 supplementation. Scale bar: 5 μm. Quantification of Fe^2+^ intensity was compared (*n* = 3). **E** TRAP staining showing the osteoclast differentiation after *Lcn2* knockdown and recombinant Lcn2 supplementation. Scale bar: 20um. The number of osteoclasts, the average and sum of nuclei count, and the maximum diameter of osteoclasts were analyzed (*n* = 3). Two-way ANOVA with Tukey-Kramer test was used in **A**–**C**. One-way ANOVA with Tukey–Kramer test was used in **D** and **E**. Data were presented as mean ± SD. Significance levels were denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns refers to no significant difference.

The intracellular labile iron pool is one of the important components of cellular iron homeostasis and reflects the cell’s capacity to regulate iron metabolism [25]. When stimulated by LPS, the intracellular Fe^2+^ iron content of OCPs increased gradually (Fig. S2), indicating increases in the labile iron pool which drives osteoclast differentiation [18]. To further investigate the effect of Lcn2 and the regulatory role of lincRNA-EPS, we add extra Lcn2 into culture environment (Fig. 4D). After LPS induction, the iron level maintained stable in WT osteoclasts regardless of *Lcn2* knockdown or Lcn2 extra supply. Without lincRNA-EPS, *Lcn2* knockdown had no effect but extra Lcn2 in environment increased the Fe^2+^ iron content. Together, the iron metabolism was regulated in short-term in WT osteoclasts after *Lcn2* knockdown or Lcn2 supply, and the active regulation mechanism helped maintaining a stable labile iron pool. On the other hand, in KO osteoclasts, intracellular iron accumulated with extra Lcn2 supply, indicating impaired efficiency in iron metabolism regulation.

Furthermore, the osteoclast differentiation was induced by LPS under conditions of *Lcn2* knockdown or extra Lcn2 supplementation (Fig. 4E). Notably, *Lcn2* knockdown resulted in an increased number of WT osteoclasts; however, these cells were smaller, with fewer nuclei and a shorter maximum diameter. Extrinsic Lcn2 reversed the effect of *Lcn2* knockdown in WT cells, promoting the formation of larger osteoclasts. In contrast, *Lcn2* knockdown or Lcn2 supply had a markedly weaker effect in KO osteoclasts. Consistent with these morphological observations, the expression of genes and proteins associated with osteoclast differentiation showed corresponding changes (Fig. S1C, D). Together with the results of gene and protein expression, this indicates that the increased secretion of Lcn2 in KO osteoclasts is not the direct cause of their enhanced osteoclast differentiation, and KO cells had a slower response to Lcn2 change.

### LincRNA-EPS overexpression enhanced iron regulatory capacity without affecting LPS-induced osteoclastogenesis

Former studies have demonstrated that lincRNA-EPS overexpression could alleviate inflammation in tissue cells [10, 11, 13]. Building on the reported anti-inflammatory role of lincRNA-EPS and its deletion-induced hypersensitivity to LPS [9, 13], we constructed lincRNA-EPS-overexpressing (OE) OCPs via lentiviral transduction to further explore its function in cellular iron metabolism. Interestingly, despite successful overexpression, lincRNA-EPS levels were significantly reduced following LPS stimulation (Fig. 5A). Concurrently, both the gene and intracellular protein expression of Lcn2 showed a slight decrease, while the secretion of Lcn2 was not altered and even appeared elevated at 48 h post-LPS induction in lincRNA-EPS-overexpressing cells (Fig. 5B). In terms of iron metabolism, the intracellular Fe^2+^ content was decreased after lincRNA-EPS overexpression (Fig. 5C). Meanwhile, several genes related to iron transport and supply, such as *Tfrc, Fpn1, Ncoa4* were upregulated in OE osteoclasts, whereas the expression of *Fth* and *Ftl* was lower (Fig. 5D). Moreover, the expression of iron metabolism proteins was detected (Fig. 5E). Consistent with the transcriptional changes, the expression of Tfrc, Fpn1 and Ncoa4 was also altered after lincRNA-EPS overexpression. Specifically, upon LPS stimulation, the protein level of Tfrc increased during the initial 24 h and subsequently declined to normal level. This dynamic change occurred more rapidly in cells overexpressing lincRNA-EPS. Expression of Ncoa4 was modulated similarly, with a higher expression within 3 h post LPS induction in OE cells. Fpn1 was upregulated in OE OCPs before LPS induction. Together, these data indicate that the LPS-induced increase in iron metabolism was both accelerated and more transient in OE osteoclasts.

**Fig. 5:**
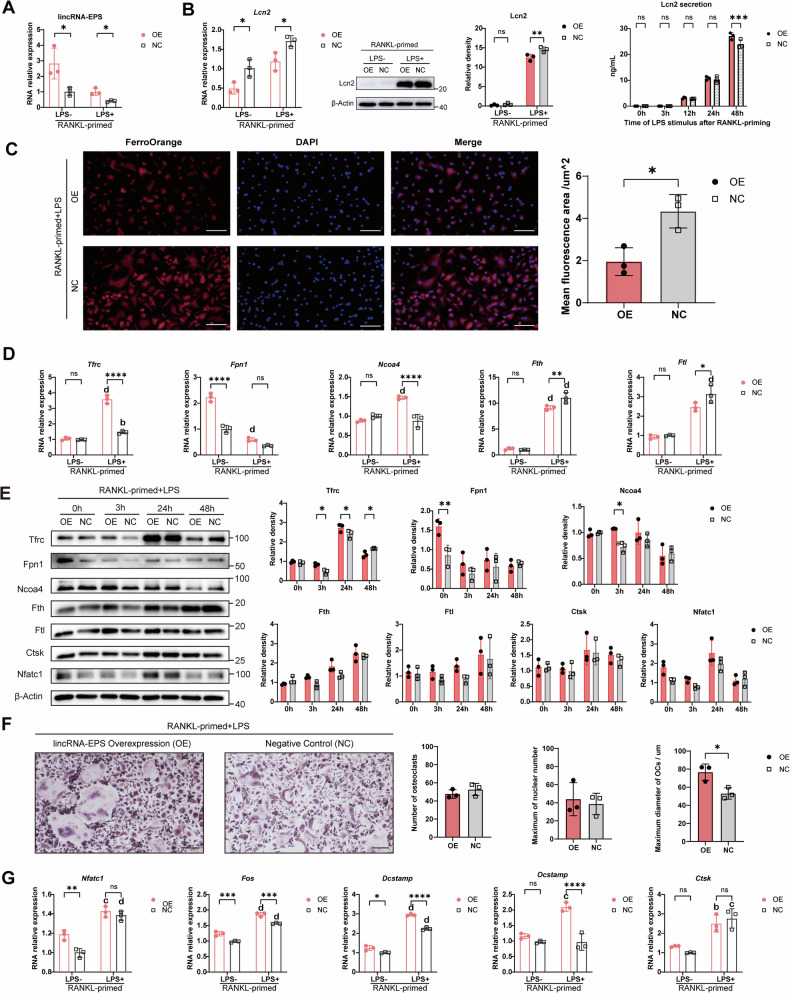
LincRNA-EPS overexpression enhanced iron regulatory capacity without affecting LPS-induced osteoclastogenesis. **A** Efficiency of lincRNA-EPS overexpression in WT OCPs (*n* = 3). **B** *Lcn2* gene expression (left panel), Lcn2 protein expression (middle panel) and secretion (right panel) post-overexpression after LPS stimulation (*n* = 3). **C** Intracellular Fe^2+^ levels detected by FerroOrange probe (*n* = 3). Scale bar: 10 μm. **D** Expression of iron metabolism-related genes post-overexpression after LPS stimulation (*n* = 3). **E** Expression of iron metabolism proteins and osteoclastogenesis key proteins after lincRNA-EPS overexpression(*n* = 3). **F** TRAP staining showing the osteoclast differentiation after lincRNA-EPS overexpression. Scale bar: 20 um. The number of osteoclasts, the maximal nuclei count and the maximum diameter were analyzed (*n* = 3). **G** The expression of osteoclastogenesis genes after lincRNA-EPS overexpression (*n* = 3). Two-way ANOVA with Tukey-Kramer test was used in **A**, **B**, **D**, **E**, **G**. Unpaired *t*-test was used in **C** and **F**. Data were presented as mean ± SD. Significance levels were denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns refers to no significant difference. In **D**, **G**, significance levels were also denoted as a (*P* < 0.05), b (*P* < 0.01), c (*P* < 0.001) and d (*P* < 0.0001) when compared with the same group at “LPS-” timepoint.

However, the expression of Ctsk and Nfatc1 showed no significant difference between OE and negative control osteoclasts, indicating comparable levels of osteoclast differentiation (Fig. 5E). Hence, we next evaluated the effect of lincRNA-EPS overexpression on osteoclast formation (Fig. 5F). TRAP staining showed that lincRNA-EPS overexpression did not impact osteoclast fusion, with similar osteoclasts numbers and maximum nuclear numbers. However, the maximum diameter of osteoclasts was increased. Meanwhile, the expression of genes involved in osteoclast fusion and enlargement—including *Fos*, *Dcstamp*, and *Ocstamp*—was upregulated in OE osteoclasts following LPS stimulation (Fig. 5G). These results suggest a complex mechanism of lincRNA-EPS in regulating osteoclast differentiation.

### Modulation of Lcn2 in vivo alleviates periodontitis bone loss in the presence of lincRNA-EPS

As shown in Fig. 3A, Lcn2 is predominantly expressed in the gingival epithelium and connective tissues in periodontitis lesions. Therefore, under in vivo conditions, it is more likely that tissue-derived Lcn2 in the microenvironment, rather than that produced by osteoclasts themselves, influences osteoclast differentiation. To examine this hypothesis, different concentrations of Lcn2 were added to RANKL-induced cultures of WT and KO BMDMs in the absence of LPS (Fig. 6A). The results showed that high concentrations of Lcn2 promoted osteoclast differentiation, and this promoting effect was more pronounced in KO cells.

**Fig. 6:**
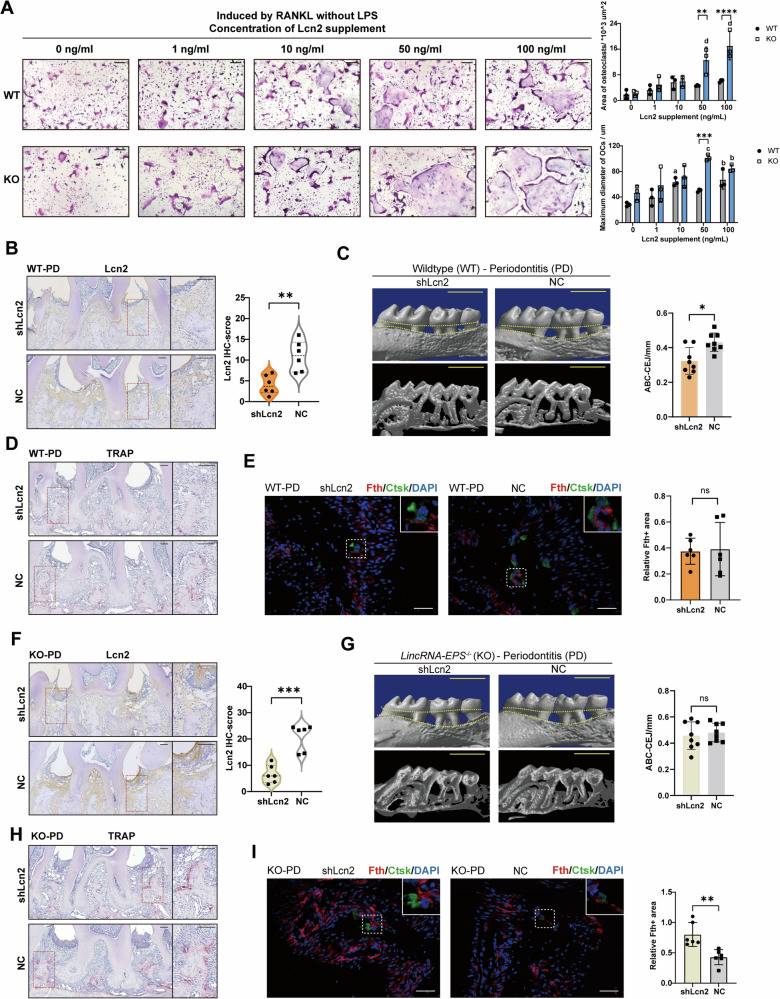
Modulation of Lcn2 in vivo alleviates periodontitis bone loss in the presence of lincRNA-EPS. **A** WT or KO osteoclasts were induced by RANKL and different concentrations of Lcn2 (*n* = 3). Scale bar: 20 um. **B** and **F** IHC staining of Lcn2 of periodontal tissues (*n* = 6). Scale bar: 100 μm. **C** and **G** Micro-CT images of alveolar bone resorption in *Lcn2*-knockdown WT mice and KO mice (*n* = 8). Scale bar: 1 mm. **D** and **H** TRAP staining of periodontal tissues. Scale bar: 100 μm. **E** and **I** IF staining of ferritin heavy chain and Ctsk. The inset in the upper-left corner shows a 2× magnified view (*n* = 6). Scale bar: 50 μm. Data were presented as mean ± SD. Two-way ANOVA with Tukey–Kramer test was used in **A**. Unpaired *t*-test was used in **B**, **E**, **F**, and **I**. Paired *t*-test was used in **C** and **G**. Significance levels were denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns refers to no significant difference. In **A**, significance levels were also denoted as a (*P* < 0.05), b (*P* < 0.01), c (*P* < 0.001) and d (*P* < 0.0001) when compared with the data in “0 ng/mL” group in the same cell type.

Finally, the influence of lincRNA-EPS or Lcn2 in vivo was investigated on LPS-induced periodontitis mice model using lincRNA-EPS overexpression or *Lcn2* knockdown lentivirus (Fig. S3). As shown in Micro-CT, local lincRNA-EPS overexpression alleviated bone resorption (Fig. S4A, B). However, Lcn2 expression and Fth expression in periodontitis tissue was not changed obviously (Fig. S4C, D), indicating that lincRNA-EPS may also regulate tissue inflammation through other mechanisms.

On the other hand, similarly with the results of in vitro osteoclast differentiation, *Lcn2* knockdown caused different effects on WT and *lincRNA-EPS*^*-/-*^ (KO) mice. The expression of Lcn2 in periodontal tissue was decreased successfully in both WT and KO mice (Fig. 6B, F). However, on WT mice, *Lcn2* knockdown decreased bone resorption and osteoclast activity (Fig. 6C, D), while no such effect was seen on KO mice (Fig. 6G, H). Furthermore, there was no significant change in Fth expression on WT mice but more Fth expression on KO mice following *Lcn2* knockdown (Fig. 6E, I). These results suggested that modulating the expression of Lcn2 in the microenvironment could attenuate osteoclast differentiation and function in the presence of lincRNA-EPS.

## Discussion

Periodontitis is a typical inflammatory bone resorption disease. The mechanism of osteoclast differentiation under inflammatory environment is complex and always shows difference with the process under physiological conditions [26–28]. Here, our research focused on the regulation of lincRNA-EPS on osteoclast differentiation under LPS induction, and revealed its effect on iron metabolism. LincRNA-EPS acted as a “brake” on excessive iron metabolism and iron ion accumulation, thus helped stabilized intracellular iron homeostasis and decreased osteoclast formation under inflammatory environment.

The relationship between osteoclast formation and iron metabolism plays a crucial role in studies of bone diseases such as osteoporosis. This research found active iron metabolism and iron ion accumulation in LPS-induced osteoclast. In accordance with this result, previous research indicates that iron metabolism regulation significantly influences the generation and function of osteoclasts. For example, hepcidin promotes the proliferation and differentiation of osteoclast precursor cells by downregulating ferroportin expression, thereby increasing intracellular iron levels [29]. Iron chelators, which reduce iron overload in cells, could inhibit osteoclast differentiation and promote osteoblast differentiation, exhibiting bone-protective effects across multiple osteoporosis models [30, 31].

Our study found that the deficiency of lincRNA-EPS promoted LPS-induced osteoclastogenesis and iron metabolism, and Lcn2 was remarkably upregulated in this process. This finding guided our attention on Lcn2. As a secretion protein binding with iron ions, its biological function depends on its location and form [32]. Several researches have studied the role of Lcn2 in body functions, including iron homeostasis. Lcn2 reduces intracellular iron level in some studies. In pancreatic ductal adenocarcinoma cells, Lcn2—regulated by the transcription factor Nuclear protein-1 —reduces intracellular iron concentration, thereby inhibiting ferroptosis [33]. Deficiency in Lcn2 leads to iron homeostatic imbalance and exacerbates endotoxin-induced sepsis, demonstrating its antioxidant effects in regulating free iron levels in the body [34]. In glioblastoma cells, Lcn2 elevation upon NF-κB pathway activation exerts iron-chelating effects that mitigate ferroptosis [35]. Some studies have also found that Lcn2 increases cellular iron levels. In osteoblasts, increased Lcn2 induces intracellular iron overload, triggering cellular apoptosis [36]. In murine lung cancer models, Lcn2 is primarily produced by neutrophils and released into tissues, where it promotes ferroptosis in adipose and skeletal tissues [37]. Altogether, the effect of Lcn2 on cellular iron homeostasis is complicated and might be finely regulated.

In this study, Lcn2 knockdown and exogenous Lcn2 supplementation experiments suggested that Lcn2 could promote osteoclast fusion and enlargement under inflammatory environment. This is a new perspective for the role of Lcn2 in osteoclastogenesis. Previously, a few studies focused on the effect of Lcn2 on osteoclast differentiation, but the results are controversial. Mattia Capulli et al. reported that Lcn2-knockout mice exhibited reduced bone mass, decreased osteoblast number and activity, but no significant changes in osteoclast phenotype [38]. In contrast, Delfina Costa et al. found that Lcn2 overexpression enhanced osteoclast differentiation [39]. Conversely, Hyun-Ju Kim and Jiah Yeom et al. demonstrated that both endogenous and exogenous Lcn2 suppressed osteoclastogenesis [40, 41]. However, these studies investigate the effect of Lcn2 in healthy mice or environment. Different from previous studies, we focused on LPS-induced osteoclast differentiation, which was more similar with the osteoclastogenesis in periodontitis environment. Unlikely in physiological condition, under the stimulation with LPS, Lcn2 expression and secretion increased, participating in regulating iron metabolism and promoting osteoclastogenesis.

One unexpected finding was the inconsistency between intracellular iron ion level and osteoclast differentiation. In OCPs treated with lincRNA-EPS overexpression lentivirus, the Fe^2+^ content, which consists the intracellular labile iron pool, significantly decreased, while osteoclastogenesis was not influenced. In WT OCPs under Lcn2 knockdown or extrinsic Lcn2 supplementation, the Fe^2+^ levels were kept nearly constant, while the size of osteoclasts changed. As for *lincRNA-EPS*^*-/-*^ OCPs under Lcn2 knockdown and Lcn2 supplementation, the situation was reversed. This rather intriguing result might be explained by the dynamic regulation of intracellular iron levels [25]. The regulation of cellular and systemic iron homeostasis is achieved through a series of complex signaling pathways. These include the iron regulatory protein-iron response element network, the ferritin autophagy pathway mediated by Ncoa4, the prolyl hydroxylase domain -hypoxia-inducible factor axis, and the NRF2 regulatory center, etc [42, 43]. These mechanisms work together to ensure iron uptake, transport, and release within cells, as well as mobilization of stored iron reserves, thereby meeting cellular iron demands while limiting the potential adverse effects of iron-mediated oxidative damage and ferroptosis. The osteoclast differentiation requires higher iron ion supply than physiological conditions [44, 45]. Iron ions directly participate in the metabolic activities of osteoclasts, and also generate reactive oxygen species through *Fenton* reaction, which next activate signaling pathways of osteoclastogenesis [46]. That is, the iron ion level in osteoclasts is associated with the its uptake, transportation, consumption and ferritinophagy. The high Fe^2+^ level may indicate both high iron supply or low iron consumption. Therefore, rather than the levels of iron ions, the stability of intracellular labile iron pool deserves more attention, as it reflects normal cellular capacity for iron metabolism regulation. This stability enables cells to dynamically modulate iron metabolism in response to external stimuli, thereby meeting variable iron demands and preventing iron overload and subsequent cellular damage [47, 48].

Based on our findings, LPS induced Lcn2 expression and secretion as well as enhanced iron metabolism and osteoclastogenesis. Lcn2 plays a dual role as both an indicator and a regulator of iron metabolism. Surprisingly, the iron metabolic changes caused by Lcn2 knockdown occurred more slowly in *lincRNA-EPS*^*-/-*^ cells than in WT cells, evidenced by later protein/gene expression changes and unstable Fe^2+^ levels. In contrast, lincRNA-EPS overexpression enhanced iron metabolism regulation capacity, leading to an accelerated response to external stimuli. This indicates that lincRNA-EPS helps cells regulate their iron metabolism levels in response to environmental changes and promptly return to iron homeostasis. However, the inductive effect of RANKL or LPS is more pronounced. Under inflammatory conditions, where lincRNA-EPS expression is significantly downregulated, its overexpression fails to alter Lcn2 secretion or overall osteoclast differentiation. Taken together, these findings imply that lincRNA-EPS enables adaptive regulation of cellular iron metabolism to environmental fluctuations, ensuring that iron homeostasis is maintained to meet physiological needs while averting pathological overactivation or overload.

This may explain why *Lcn2* knockdown and Lcn2 supplementation had minimal effect on osteoclast differentiation in *lincRNA-EPS*^*-/-*^ cells. The critical period for osteoclast differentiation occurs within 24 h post-LPS induction, coinciding with the peak of NFATc1 protein (Figs. S1D and 5D). Due to their slower iron metabolism regulation, KO cells remained under the dominant influence of the initial RANKL priming and subsequent LPS stimulation during this decisive period. Consequently, the interventions failed to alter the osteoclast differentiation outcome.

The role of Lcn2 in promoting osteoclast function and the regulatory effect of lincRNA-EPS were validated in the in vivo models. On one hand, *Lcn2* knockdown alleviated bone resorption in WT mice without affecting Fth in surrounding cells, but this effect was reversed in *lincRNA‑EPS*^*‑/*‑^ mice. On the other hand, lincRNA‑EPS overexpression reduced osteoclast activity and bone resorption without altering Lcn2 or Fth expression. This again demonstrates the dominant role of tissue inflammation in osteoclastogenesis [49]. Prior study showed that lincRNA‑EPS^‑/‑^ mice exhibit heightened periodontal inflammation, while its overexpression reduces inflammation, which is consistent with our findings [11]. Thus, Lcn2 knockdown may fail to counteract osteoclast promotion driven by inflammatory signals in *lincRNA‑EPS*^*‑/*‑^ mice. The difference in Fth expression between WT and KO mice upon Lcn2 knockdown also warrants discussion. In WT mice, unchanged Fth suggests stable tissue iron storage, likely due to metabolic stabilization by the 2‑week endpoint under lincRNA‑EPS regulation. In *lincRNA‑EPS*^*‑/*‑^ mice, impaired iron metabolism and lower Lcn2 lead to iron imbalance; inflammation‑induced iron accumulation is stored as Fth, explaining its elevated expression.

There are some limitations in this study. First of all, the relationship between lincRNA-EPS and iron metabolism was not elucidated. Whether lincRNA-EPS directly regulates the production of Lcn2 or other iron metabolism proteins and how it modulates the cellular response to extracellular Lcn2 remain unclear. Future investigation is needed to explore the relationship between them. Secondly, rather than number of osteoclasts, the size and nuclei of osteoclasts changed obviously under lincRNA-EPS overexpression or Lcn2 alterations, indicating the fusion and enlargement of osteoclast were influenced by these treatments and iron metabolism. Nevertheless, the specific stage(s) of osteoclast differentiation affected by iron metabolism remain undefined in this study. Furthermore, the methodologies employed for detecting iron metabolism in this study were relatively rudimentary. The assessment of iron metabolism relied on endpoint measurements of total iron content, which lacks spatiotemporal resolution to dissect compartment-specific iron dynamics during osteoclastogenesis. Also, Lcn2 exists in distinct variants that may confer divergent cellular functions. Future studies require the application of more precise iron assessment techniques combined with stage-specific dissection of osteoclast differentiation to elucidate the mechanisms by which Lcn2 modulates inflammatory osteoclast differentiation through iron metabolism.

In conclusion, we identified the critical role of lincRNA-EPS in regulating osteoclastogenesis under inflammatory environment, and further dissects its mechanisms in bone resorption. Under inflammatory conditions, Lcn2 expression triggers disruption of iron homeostasis in osteoclasts, and lincRNA-EPS facilitates the adaptive regulation of iron metabolism to meet cell demands, preventing its excessive and prolonged activation, and thereby mitigating the excessive differentiation of osteoclasts. This study not only proposes that Lcn2 modulates the functionality of osteoclasts by reprogramming iron metabolism, but also provides a theoretical foundation for lncRNA-mediated biological regulation of osteoclasts.

## Materials and methods

### LPS-induced periodontitis mouse model

The sample size for the in vivo experiments was determined by a power analysis, with a statistical power set at 80% and a significance level of 5% [50]. Based on preliminary experiments indicating a standard deviation of 10–15%, and with the aim of detecting a minimum intergroup difference of 30%, a minimum of 6 mice per experimental group was calculated. In this study, 6–8 mice per group were ultimately used, which proved sufficient to yield a statistically significant difference. Animals were allocated to different groups using a random number method, and the researchers performed the experiments and data analysis in a blinded manner.

*LincRNA-EPS*^*-/-*^ mice were generated by Shanghai Model Organisms Center, lnc (Shanghai, China).

Periodontitis was experimentally induced in 8-week-old male *lincRNA-EPS*^*-/-*^ (KO) and wildtype (WT) C57BL/6 mice via silk thread ligation saturated with lipopolysaccharide (LPS, Sigma, L2880). In each mouse, a periodontitis model was established on one side of the maxilla, while the contralateral side served as a healthy control. After 14 days, mice were sacrificed and the alveolar bone resorption was quantified using micro-computed tomography.

Ethical approval was obtained from the Ethics Review Board of the Affiliated Stomatology Hospital of Tongji University (NO. [2022]-DW-29) and were performed in compliance with ARRIVE guidelines.

### Tissue sections and staining

The periodontal tissues were collected and fixed with 4% paraformaldehyde (Beyotime, P0099) for 2 days, decalcified with 10% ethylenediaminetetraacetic acid solution (Sangon Biotech, A500895) and then embedded in paraffin. The paraffin sections were deparaffinized and hydrated for further staining. Tartrate resistant acid phos-phatase (TRAP) staining was completed under the kit instructions (Servicebio, G1050). For immunohistochemical (IHC) and immunofluorescence (IF) staining, the sections were subjected to antigen repair (Beyotime, P0084), endogenous peroxidase inactivation (MXB biotechnologies, SP KIT-A2), blocking (Beyotime, P0260), and then incubated with Lcn2 (Proteintech, 30576-1-AP) or Fth (Abclonal, A19544) primary antibodies at 4 °C overnight. After washing with PBS, sections were incubated with corresponding secondary antibodies at 37 °C for 1 h. For IHC, sections were incubated with streptomyces anti-biotin protein-peroxidase (MXB biotechnologies, SP KIT-D2) and DAB solution (KeyGEN biotech, KGP1045-20), followed by nuclear counterstaining by hematoxylin. For IF, nuclei were stained by DAPI (Beyotime, C1006). Images were captured with a high-resolution digital microscope (Nikon). DAB staining intensity was measured using Image J, and the IHC score was calculated based on both staining intensity and stained area. Fluorescence intensity was quantified through Image J software.

### Osteoclast differentiation in vitro

For in vitro osteoclastogenesis assays, bone marrow-derived macrophages (BMDMs) isolated from both genotypes and cultured in α-MEM medium (Hyclone, SH30265.01) containing 10% FBS (Gibco, A5669701) and 1% penicillin/streptomycin (Hyclone, SV30010) overnight. Next, the nonadherent cells were collected, counted and plated according to experiment needs in complete medium supplemented with macro-phage colony-stimulating factor (M-CSF) (Sino Biological, 51112-MNAH), receptor activator for nuclear factor-κB ligand (RANKL) (R&D Systems, 462-TEC). LPS (Sigma, L2880) was applied after RANKL-priming for two days when mimicking the inflammatory environment. Osteoclast formation was assessed through tartrate TRAP staining (Sigma, 387 A). For the experiment assessing bone resorption capability, BMDMs were cultured on bone slices (600 μm thick, Amizona, AMB1003, China) with M‑CSF, RANKL, and LPS as inducers in the culture medium. After 12 days of induction, cells on the bone slices were removed by sonication. The morphology of bone resorption pits was observed by electron microscopy, with their area quantified. Throughout the culture, no form of contamination was observed or detected.

### RNA extraction and qRT-PCR

Total RNA was extracted with RNAiso Plus reagent (Takara, 9109) according to instructions. Reverse transcription was performed using cDNA Synthesis SuperMix (Yeasen, 11141ES10), and then qRT-PCR was performed using SYBR Green Reagent (Yeasen, 11201ES08) with corresponding primers (Table S1). The expression levels of genes were normalized to β-actin levels.

### Protein extraction and western blotting

Total proteins were extracted using RIPA Lysis Buffer (Beyotime, P0013B) supplemented with protease and phosphatase inhibitor cocktail (Beyotime, P1045). Proteins were boiled for 10 minutes with sample loading buffer (Beyotime, P0015) and stored at −80 °C. For Western Blotting, proteins were separated through SDS-PAGE and transferred to NC membranes according to instrument’s introductions (Epizyme Biotech, PG112, PG113 and WJ003). The membranes were then blocked with 5% non-fat milk and incubated with primary antibodies at 4 °C overnight. The next day, the membranes were washed and incubated with secondary antibodies at room temperature for 1 h. Afterwards, ECL Western Blotting Substrate were used to capture protein bands (Affinity, KF8005). The details of antibodies were summarized in Table. S2. Protein expression levels were quantified by grayscale analysis using ImageJ software. Full and uncropped western blots are provided in supplemental materials.

### Enzyme-linked immunosorbent assay (ELISA)

Cell culture supernatant was collected. The secretion level of Lcn2 was detected by ELISA following the protocols of the kit (Elabscience, E-EL-M0828).

### RNA and protein sequencing analysis

After required treatments, total RNA and protein of pre-osteoclasts or mature osteoclasts were extracted as described previously. RNA and protein quality assessment and sequencing were performed at Majorbio (Shanghai Majorbio Bio-pharm Technology Co.,Ltd). Data analysis was performed using the Majorbio Cloud (www.majorbio.com).

### Gene overexpression and knockdown

LincRNA-EPS overexpression and *Lcn2* knockdown were achieved through lentivirus. Following lentivirus were purchased from OBiO Technology (Shanghai) Corp., Ltd: lincRNA-EPS overexpression lentivirus (pASLenti-pA-Ttc39aos1-CMV-EF1-EGFP-WPRE) and negative control (pASLenti-pA-MCS-CMV-EF1-EGFP-WPRE), *Lcn2* knockdown lentivirus (pCLenti-U6-shRNA(Lcn2)-CMV-EGFP-WPRE) and negative control (pCLenti-U6-shRNA(NC)-CMV-EGFP-WPRE). For lentivirus transfection, BMDMs were seeded in 96-well or 6-well plates overnight and then infected with corresponding lentivirus at a multiplicity of 30. After 12 ~ 16 h, transfected BMDMs were induced by RANKL for further tests. For gene overexpression and knockdown in vivo, the lentivirus was injected to the top of alveolar crest 3 days before silk-ligation. Additionally, the overexpression or knockdown lentivirus was injected into one side of the maxilla, with the other side receiving the negative control lentivirus.

### Iron content assessment

OCPs were induced with LPS, and the intracellular Ferrous ion content was detected by FerroOrange (Dojindo, F374) and observed by fluorescence microscope. Fluorescence intensity was quantified through Image J software.

### Statistics

All in vitro experiments were performed with a minimum of three biological replicates. For in vivo experiments, each group consisted of 6 to 8 mice. Exact sample sizes for each group/condition are indicated in the corresponding figure legends. Each data point represents one biological replicate from an individual mouse or independent culture.

Data were shown as mean ± standard deviation (SD). Differences analysis and figure drawing were performed by the software Prism 9 (Chicago, USA). Prior to statistical analysis, the normality of the distribution and homogeneity of variance were assessed. Statistical analyses were conducted as follows: two-sided paired or unpaired *t*-tests were used for comparisons between two groups; one-way analysis of variance (ANOVA) with Tukey–Kramer post hoc testing was applied for comparisons among multiple groups; and two-way ANOVA with appropriate multiple comparisons was used for multi-factor designs involving multiple groups. Differences were considered statistically significant when *P* < 0.05. Significance levels were denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, “ns” indicates no significant difference.

## Supplementary information

Supplement materials

Original Western Blots

## Data Availability

The mRNA sequencing datasets generated during the current study have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE305332). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org) via the iProX partner repository with the dataset identifier PXD071554. Other data in this study are available from the corresponding author on reasonable request.

# Supplementary material for: LincRNA-EPS alleviates osteoclastogenesis under inflammatory microenvironment through preventing excessive iron metabolism
**Source:** Cell Death Dis. 2026 Apr 3;17(1):444. doi: 10.1038/s41419-026-08716-y
**Supplement:** Supplementary file 1 — Supplement materials

**Supplementary materials**

**LincRNA-EPS** **alleviates osteoclastogenesis under inflammatory microenvironment through preventing excessive iron metabolism**

Jin Wang^1*^, Yabing Wang^2*^, Zhanwei Zhang^1^, Xin Wang^1^, Jiansheng Su^1#^

* These authors contributed equally to this work.

**This file includes:**

**Figure. S1 to S4.**

**Table S1 to S2.**

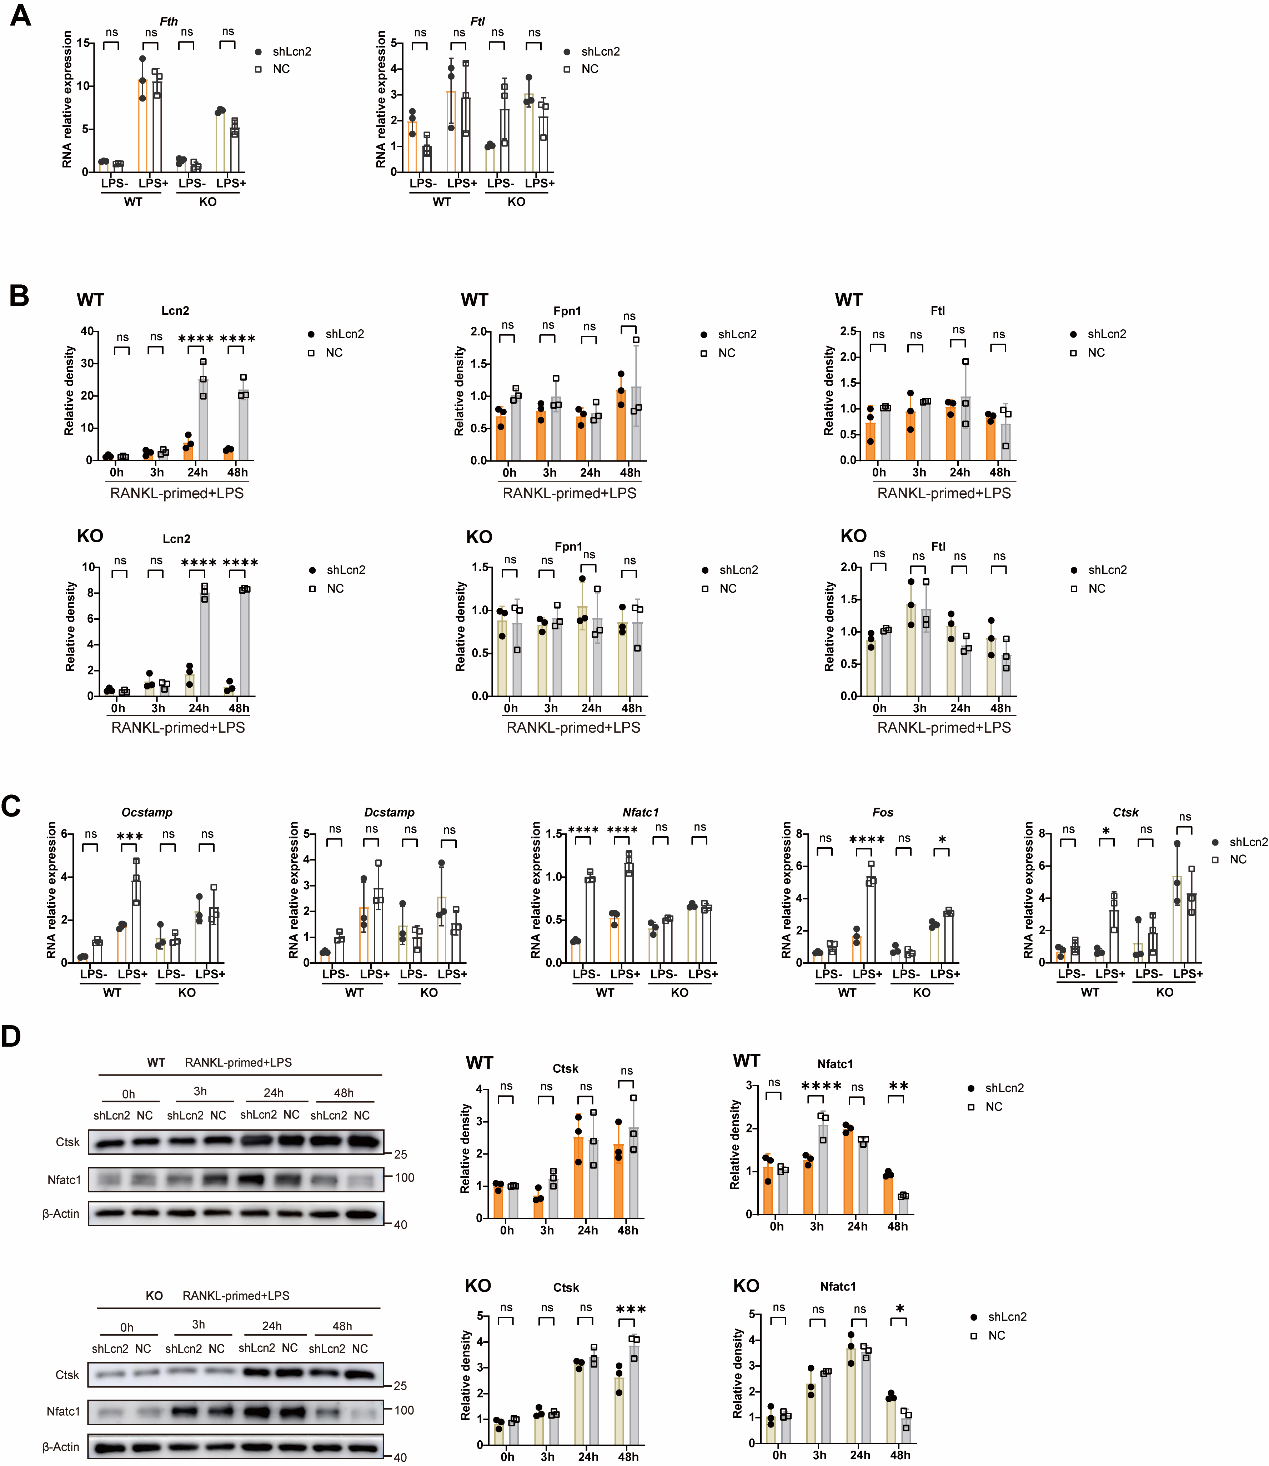

**Fig. S1 The supplementary data of genes and proteins expression after *Lcn2* knockdown in WT and KO cells.** **A** *Fth* and *Ftl* genes expression after *Lcn2* knockdown (n=3). **B** The quantification of Lcn2, Fpn1 and Ftl protein expression under RANKL-primed and LPS stimulation after Lcn2 knockdown. **C** and **D** The expression of osteoclastogenesis genes (**C**) and proteins (**D**) under RANKL-primed and LPS stimulation after Lcn2 knockdown (n=3). Data were presented as mean ± SD. Significance levels were denoted as follows: **P* < 0.05, **​​*P* < 0.01, ***​​*P* < 0.001, ****​​​​*P* < 0.0001, ns refers to no significant difference.

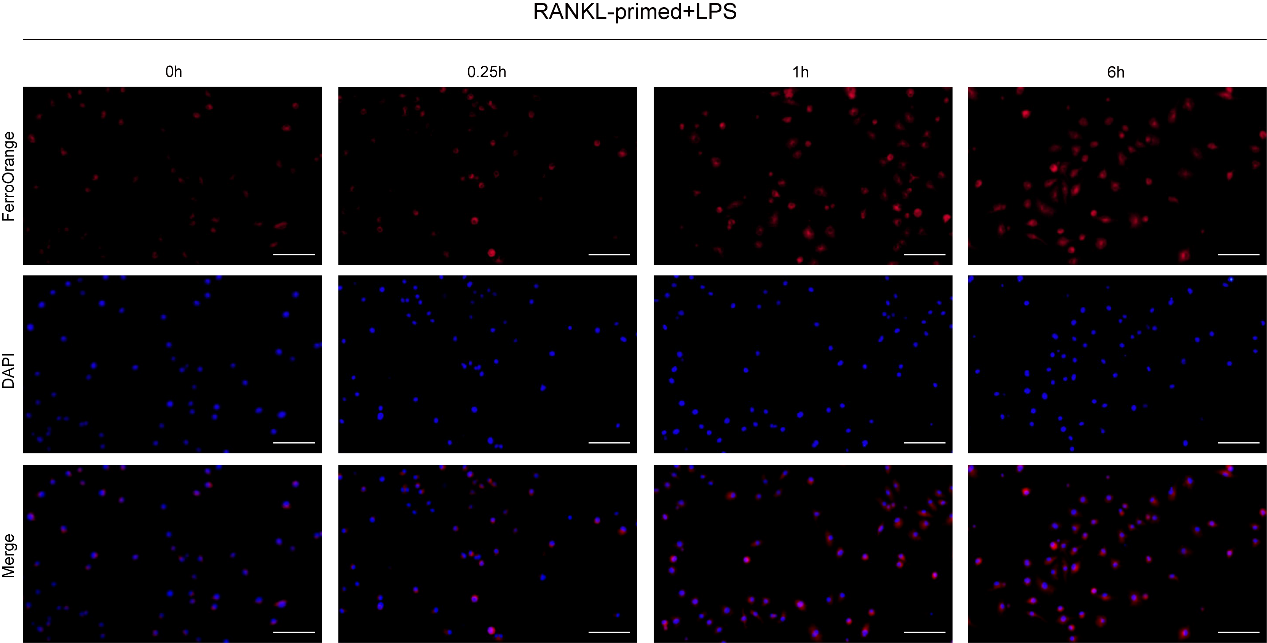

**Fig. S2** Intracellular Fe^2+^ levels detected by FerroOrange probe of osteoclast precursors after different time of LPS stimulation. Scale bar: 10 μm.

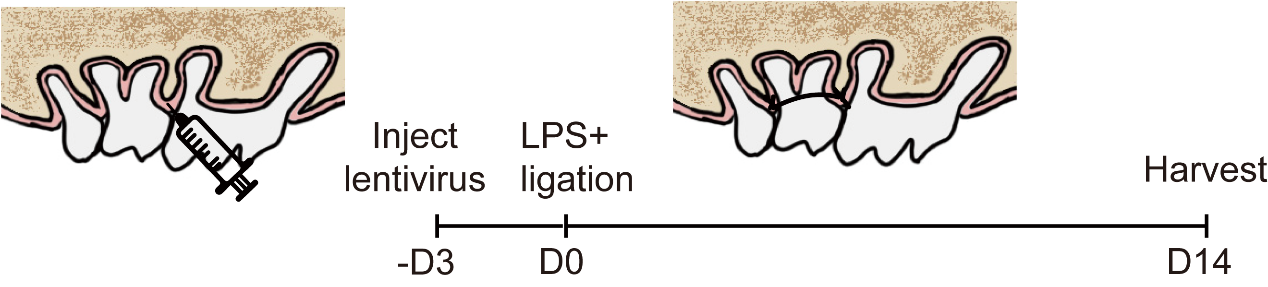

**Fig. S3** In vivo application of lincRNA-EPS overexpression and *Lcn2* knockdown lentivirus on LPS-induced periodontitis mice model.

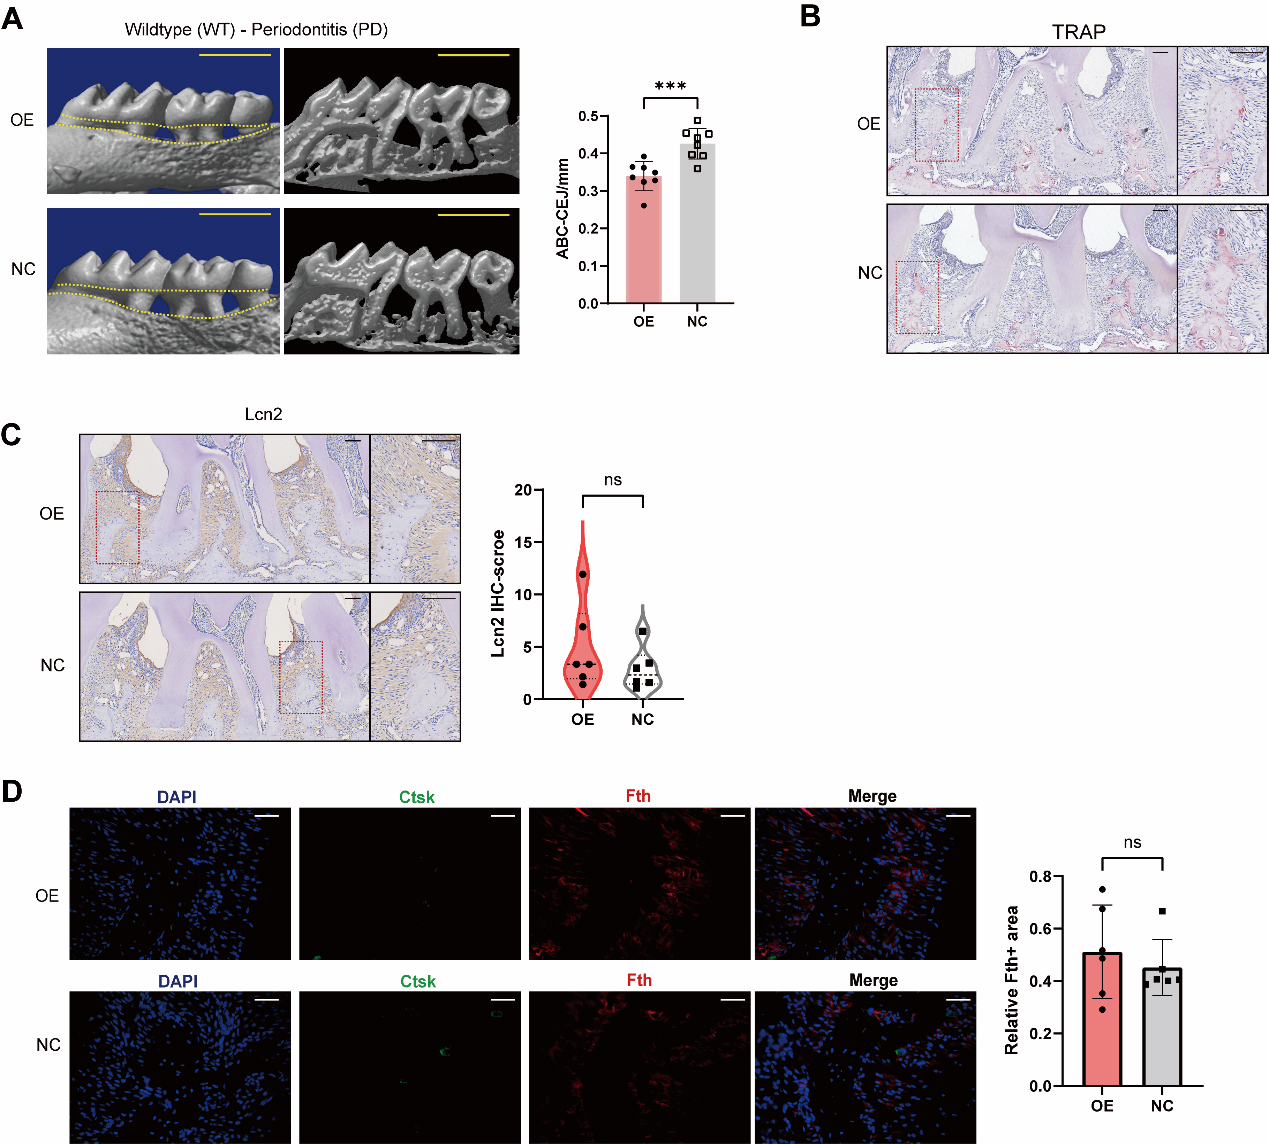

**Fig. S4** **Modulation of lincRNA-EPS *in vivo* and its effect. A** Micro-CT images of alveolar bone resorption in​​ lincRNA-EPS overexpression WT mice (n=8). Scale bar: 1 mm. **B ​**TRAP staining of periodontal tissues. Scale bar: 100 μm. **C** IHC staining of Lcn2 of periodontal tissues (n=6). Scale bar: 100 μm.​​ **D** IF staining of ferritin heavy chain and Ctsk (n=6). Scale bar: 50 μm. Data were presented as mean ± SD. Unpaired *t*-test was used in **C** and **D**. Paired *t*-test was used in **A**. Significance levels were denoted as follows: **P* < 0.05, **​​*P* < 0.01, ***​​*P* < 0.001, ****​​​​*P* < 0.0001, ns refers to no significant difference.

**Table S1. Primers sequences used for qRT-PCR**

| **Gene name** | **Forward sequence** | **Reverse sequence** |
| --- | --- | --- |
| *β-Actin* | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |
| *LincRNA-EPS* | ATGTGTATTAGAGTTTTGCCT | TCTTTTCAAGCCCATATGTGA |
| *Ctsk* | TCCAGTTTTACAGCAGAGGTGT | CAGTGCTTGCTTCCCTTCTG |
| *Mmp9* | CTGGACAGCCAGACACTAAAG | CTCGCGGCAAGTCTTCAGAG |
| *Dcstamp* | TACGTGGAGAGAAGCAAGGAA | ACACTGAGACGTGGTTTAGGAAT |
| *Ocstamp* | CTGTAACGAACTACTGACCCAGC | CCCAGGCTTAGGAAGACGAAG |
| *Fos* | CGGGTTTCAACGCCGACTA | TTGGCACTAGAGACGGACAGA |
| *Lcn2* | CCACCACGGACTACAACCAG | AGCTCCTTGGTTCTTCCATACA |
| *Tfrc* | ATGCCGACAATAACATGAAGGC | ACACGCTTACAATAGCCCAGG |
| *Fth* | CAAGTGCGCCAGAACTACCA | GGAAGATTCGGCCACCTCG |
| *Ftl* | ATGGGCAACCATCTGACCAA | GCTGCCTAGTGGCTTGAGAGG |
| *Fpn1* | ACAAACAAGGGGAGAACGC | ATGACGGACACATTCTGAACCA |
| *Ncoa4* | GCTCAGCAGCTCTATTGGC | CAAACTGCCCAGTCTCTCCA |
| *Slc7a11* | GGCACCGTCATCGGATCAG | CTCCACAGGCAGACCAGAAAA |
| *Hmox1* | GCCGAGAATGCTGAGTTCATG | TGGTACAAGGAAGCCATCACC |
| *Nrf2* | AGTGGATCTGCCAACTACTC | CATCTACAAACGGGAATGTCTG |
| *Acsl4* | CCACACTTATGGCCGCTGTT | GGGCGTCATAGCCTTTCTTG |
| *Gpx4* | GCCTGGATAAGTACAGGGGTT | CATGCAGATCGACTAGCTGAG |

**Table S2. Antibodies used for WB, IHC and IF**

| **Antibodies** | **Manufacturer** | **Catalog Number** |
| --- | --- | --- |
| Nfatc1 | Affinity Biosciences | DF6446 |
| Ctsk | Santa Cruz Biotechnology | sc-48353 |
| Lcn2 | Proteintech Group | 30576-1-AP |
| Tfrc | ABclonal Technology | A25900 |
| Fpn1 | ABclonal Technology | A14884 |
| Ncoa4 | ABclonal Technology | A5695 |
| Fth | ABclonal Technology | A19544 |
| Ftl | Abmart | T56955 |
| β-Actin | Affinity Biosciences | T0022 |

# Supplementary material for: LincRNA-EPS alleviates osteoclastogenesis under inflammatory microenvironment through preventing excessive iron metabolism
**Source:** Cell Death Dis. 2026 Apr 3;17(1):444. doi: 10.1038/s41419-026-08716-y
**Supplement:** Supplementary file 2 — Original Western Blots

| Image in figure | Original image | Original full image  (with same handwritten number) | β-Actin of original full image |
| --- | --- | --- | --- |
| Fig. 1J  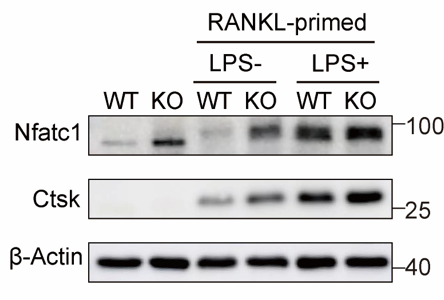 | Nfatc1  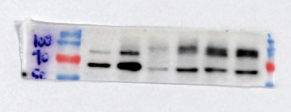 | 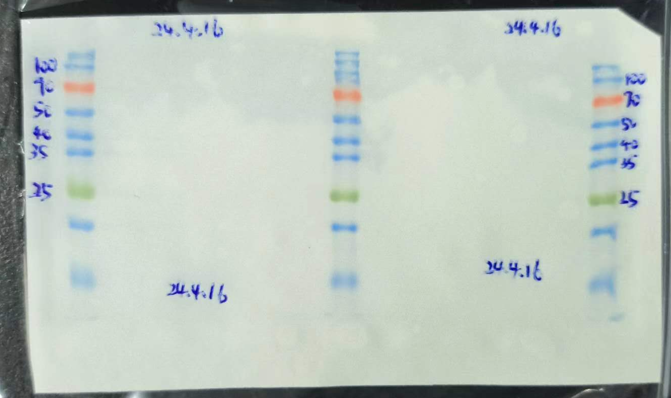 | 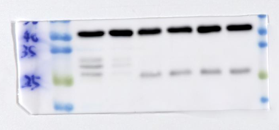 |
|  | Ctsk  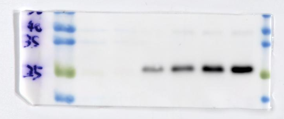 |  |  |
|  | β-Actin  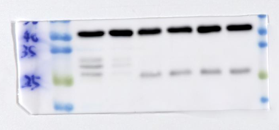 |  |  |

| Image in figure | Original image | Original full image  (with same handwritten mark) | β-Actin of original full image |
| --- | --- | --- | --- |
| Fig. 3G  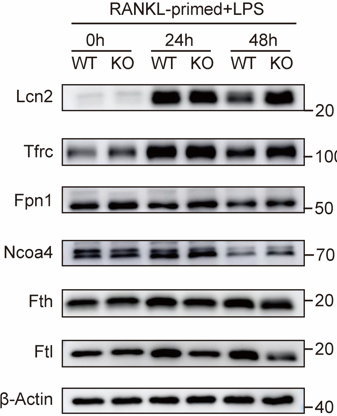 | Lcn2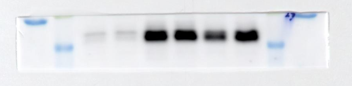 | 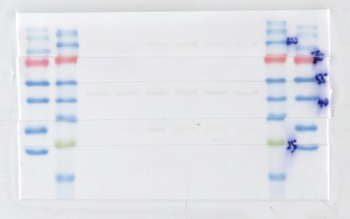 | 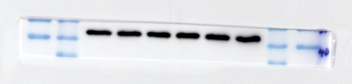 |
|  | β-Actin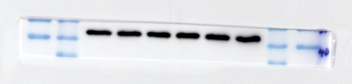 |  |  |
|  | Fpn1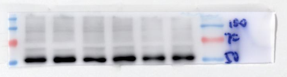 | 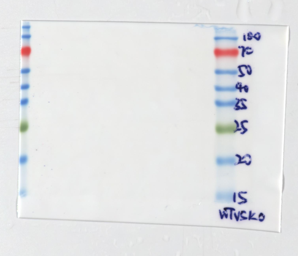 | 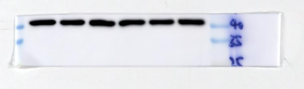 |
|  | Ncoa4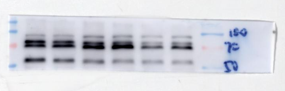 |  |  |
|  | Fth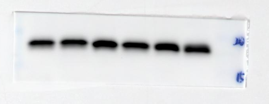 | 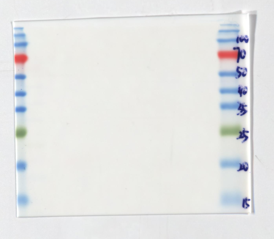 | 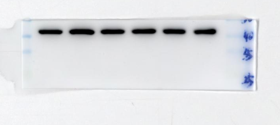 |
|  | Ftl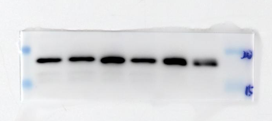 |  |  |
|  | Tfrc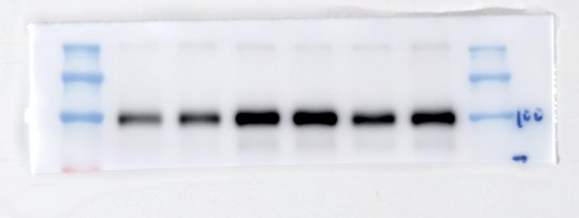 | 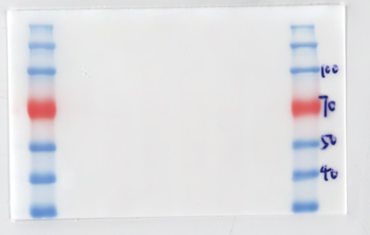 | 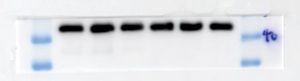 |

| Image in figure | Original image | Original full image  (with same handwritten number) | β-Actin of original full image |
| --- | --- | --- | --- |
| Fig.4B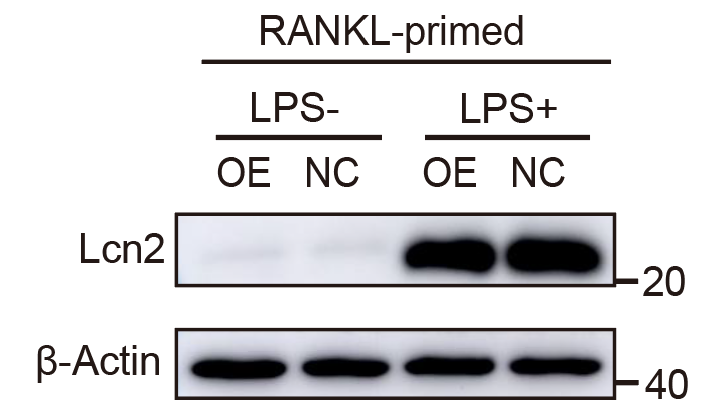 | Lcn2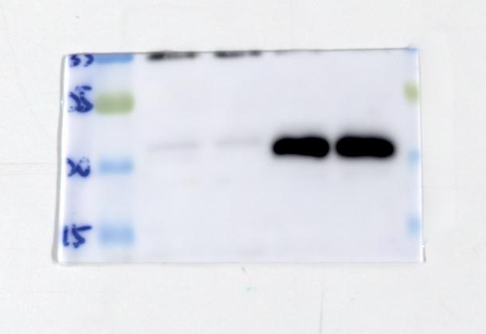 | 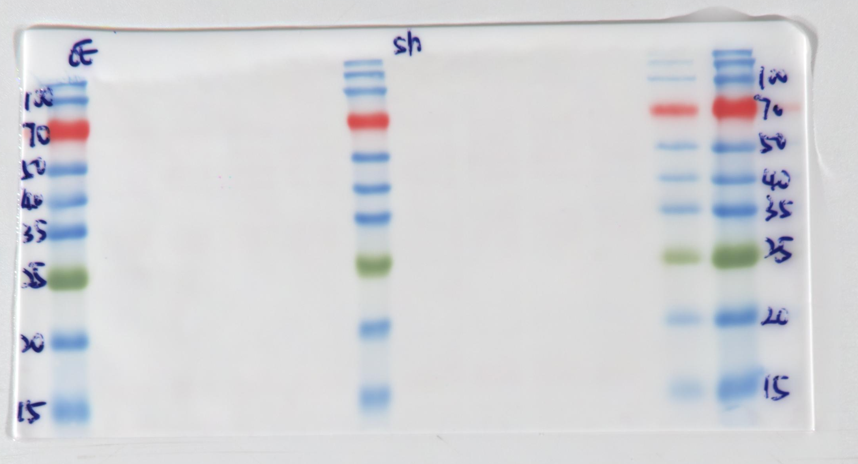 | 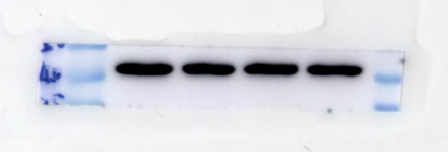 |
|  | β-Actin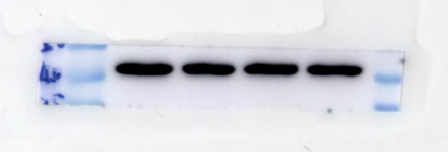 |  |  |

| Image in figure | Original image | Original full image  (with same handwritten number) | β-Actin of original full image |
| --- | --- | --- | --- |
| Fig.4E  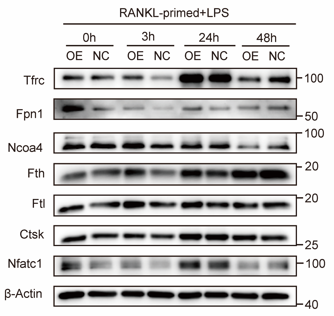  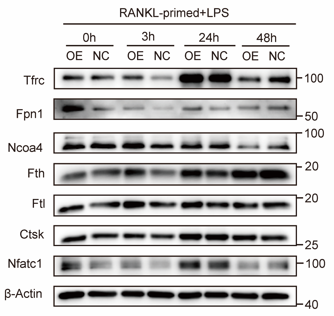 | **Tfrc**  color+chemi: 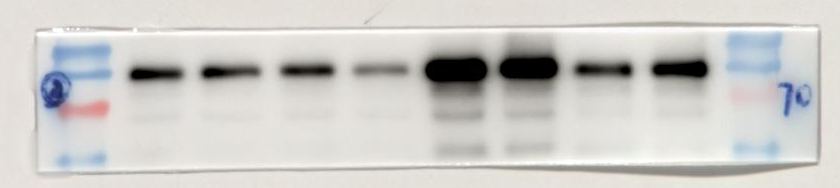chemi: 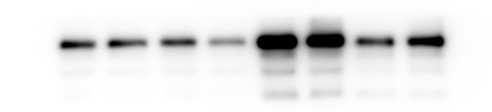 | 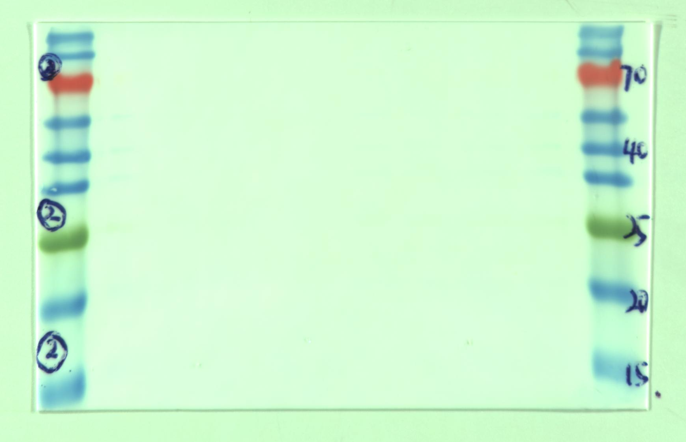 | 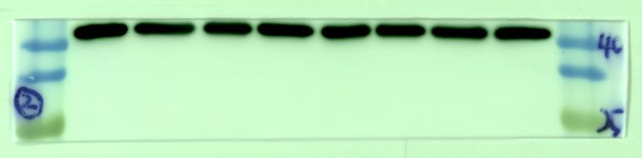 |
|  | **Fpn1**  color+chemi: 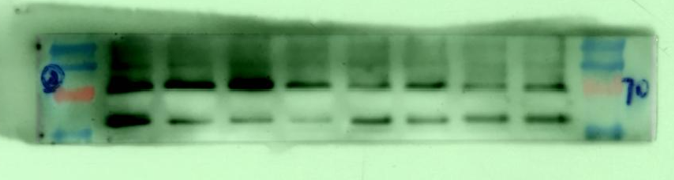  chemi: 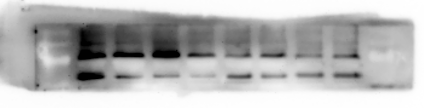 |  |  |
|  | **Fth**  color+chemi: 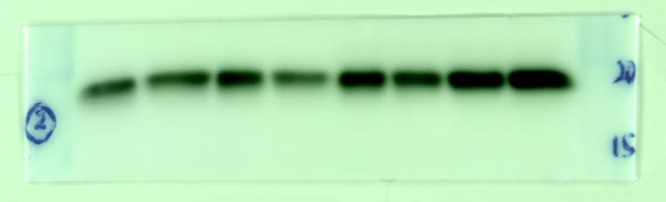  chemi: 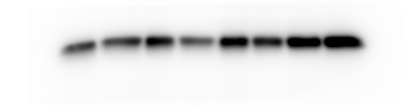 |  |  |
|  | **Ftl**  color+chemi: 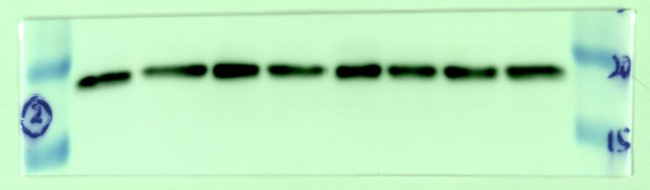  chemi: 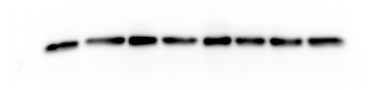 | 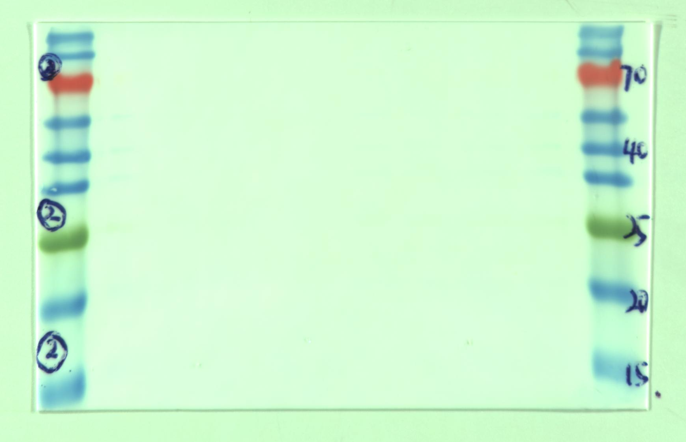 | 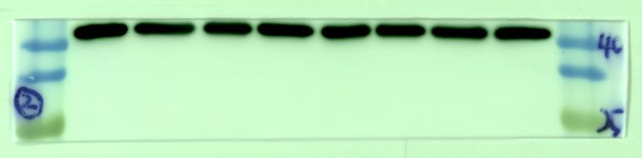 |
|  | **Ctsk**  color+chemi: 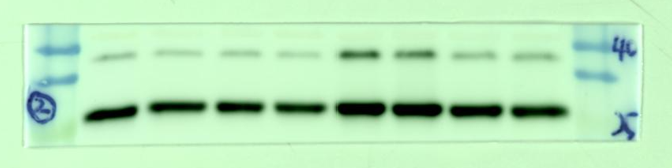  chemi: 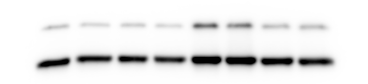 |  |  |
|  | **Nfatc1**  color+chemi: 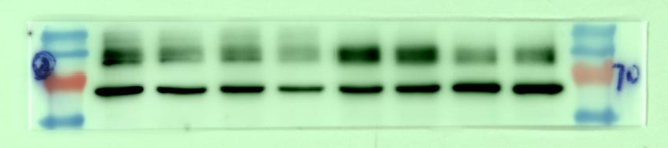  chemi: 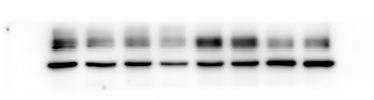 |  |  |
|  | **β-Actin**  color+chemi: 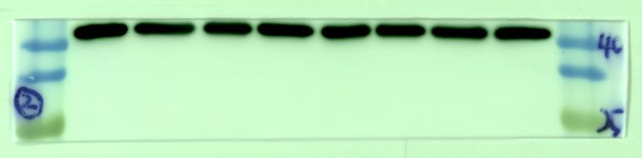 chemi: 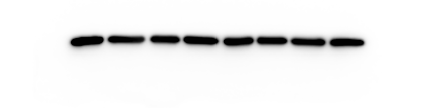 |  |  |

| Image in figure | Original image | Original full image  (with same handwritten number) | β-Actin of original full image |
| --- | --- | --- | --- |
| Fig. 5C left  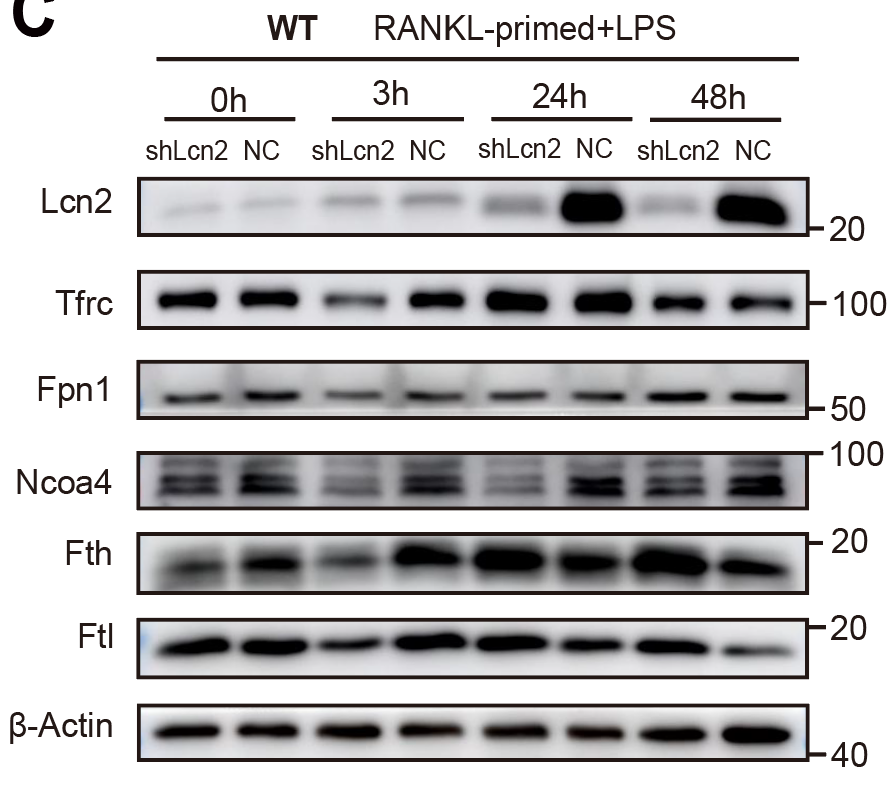 | Lcn2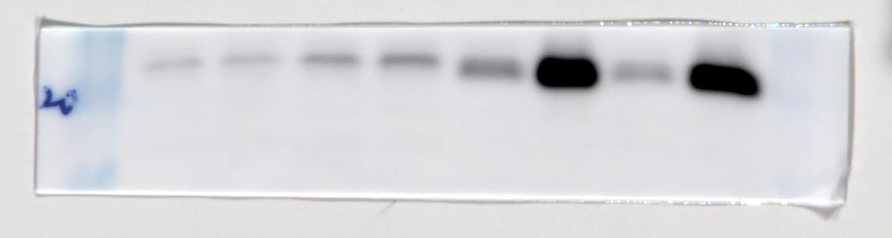 | 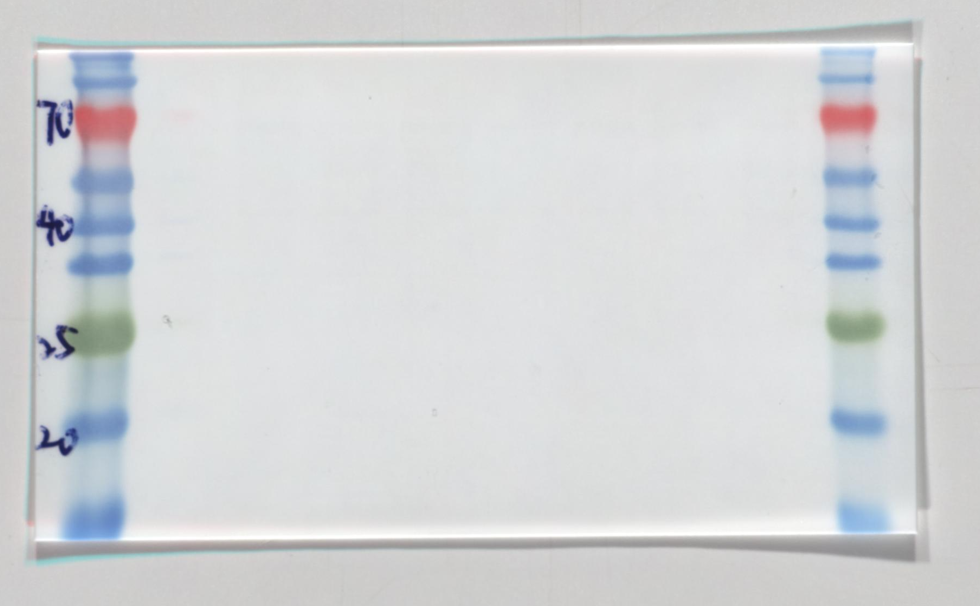 | 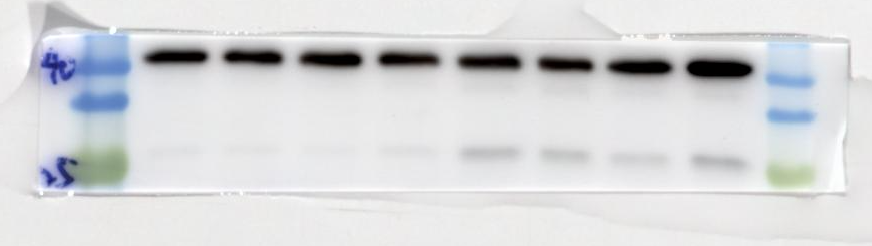 |
|  | Fpn1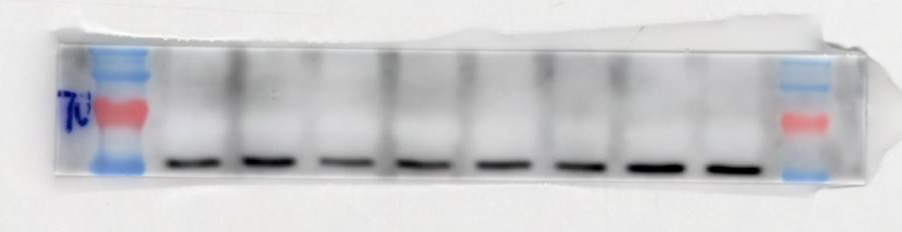 |  |  |
|  | Ncoa4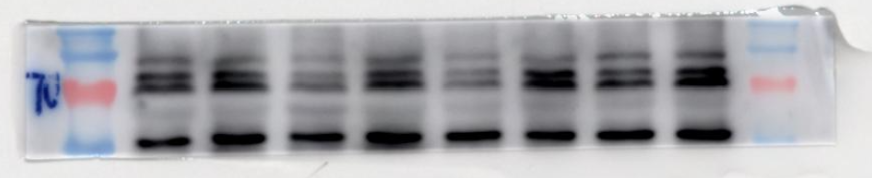 |  |  |
|  | β-Actin  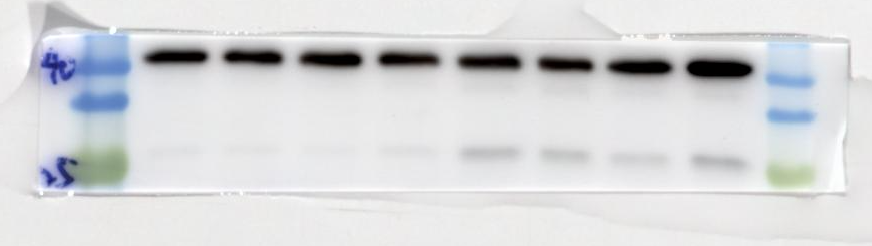 |  |  |
|  | Fth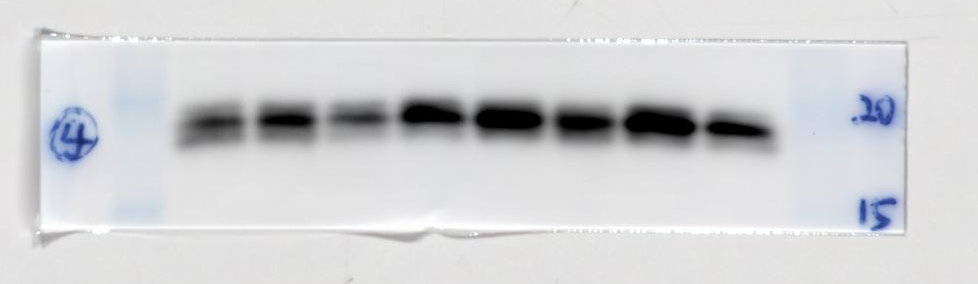 | 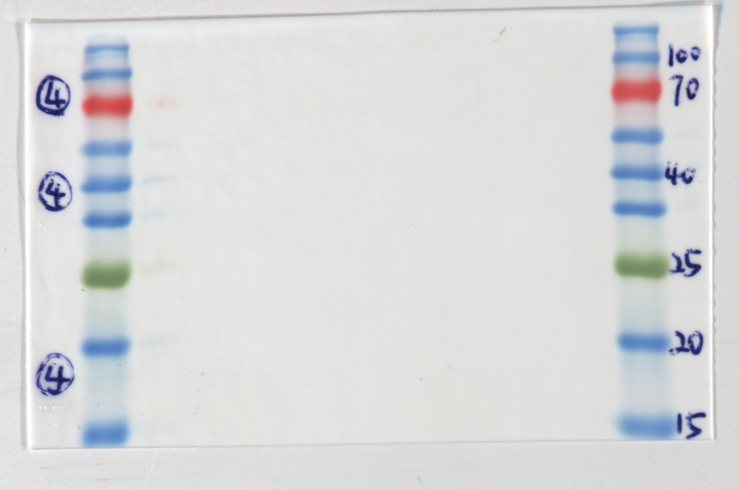 | 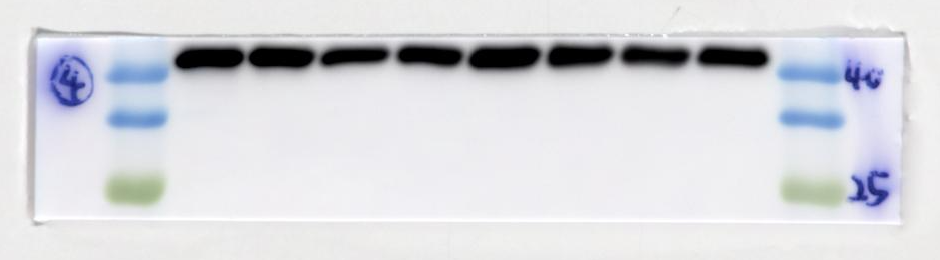 |
|  | Ftl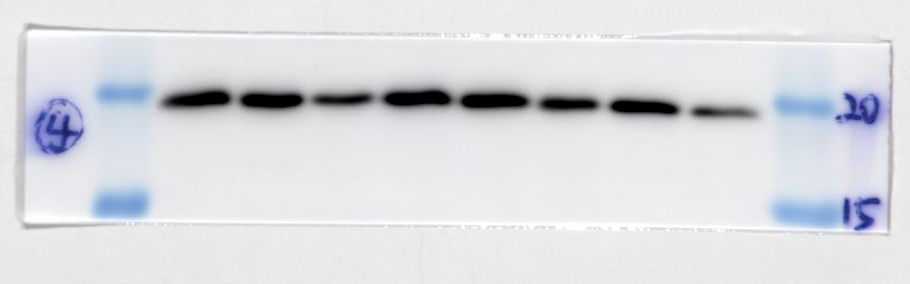 |  |  |
|  | Tfrc 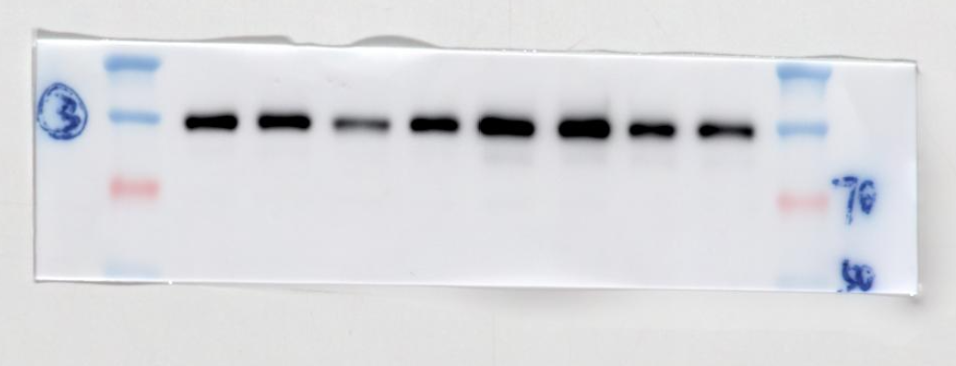 | 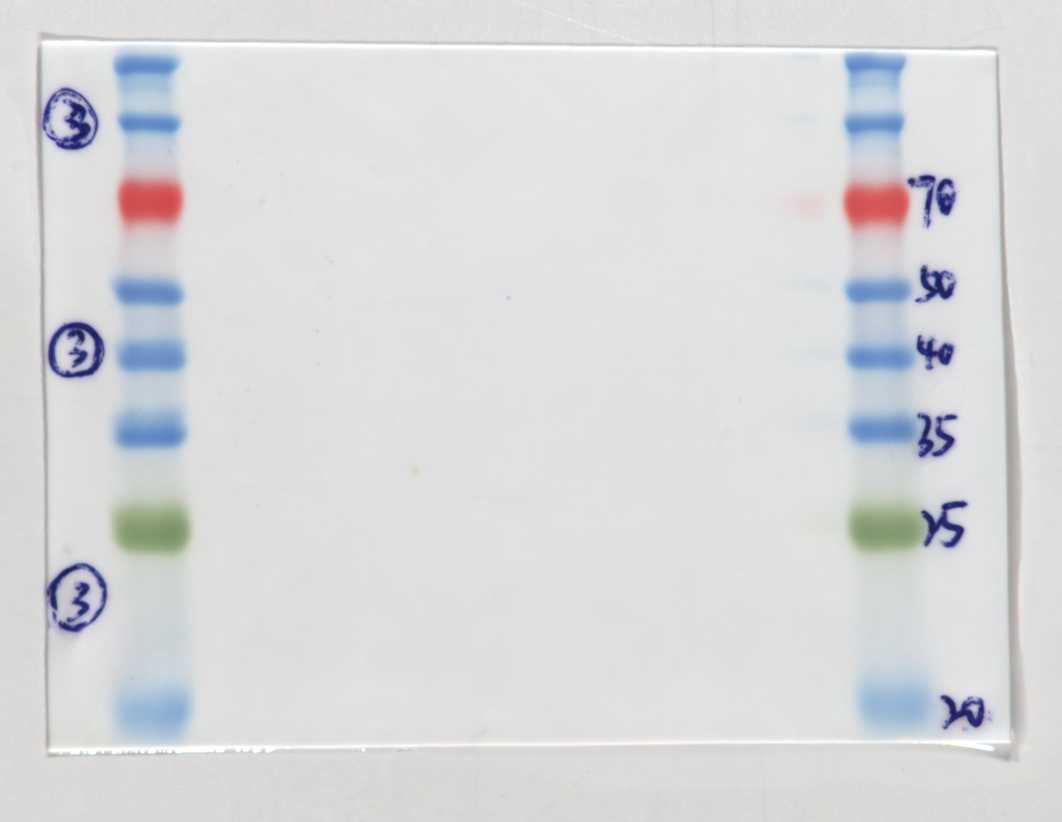 | 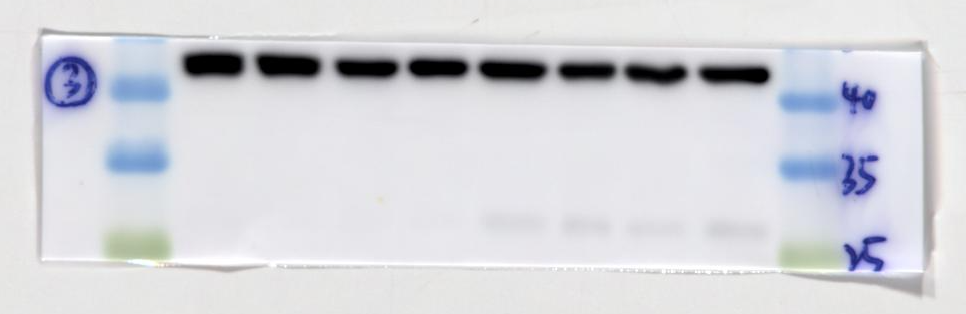 |

| Image in figure | Original image | Original full image  (with same handwritten number) | β-Actin of original full image |
| --- | --- | --- | --- |
| Fig. 5C right  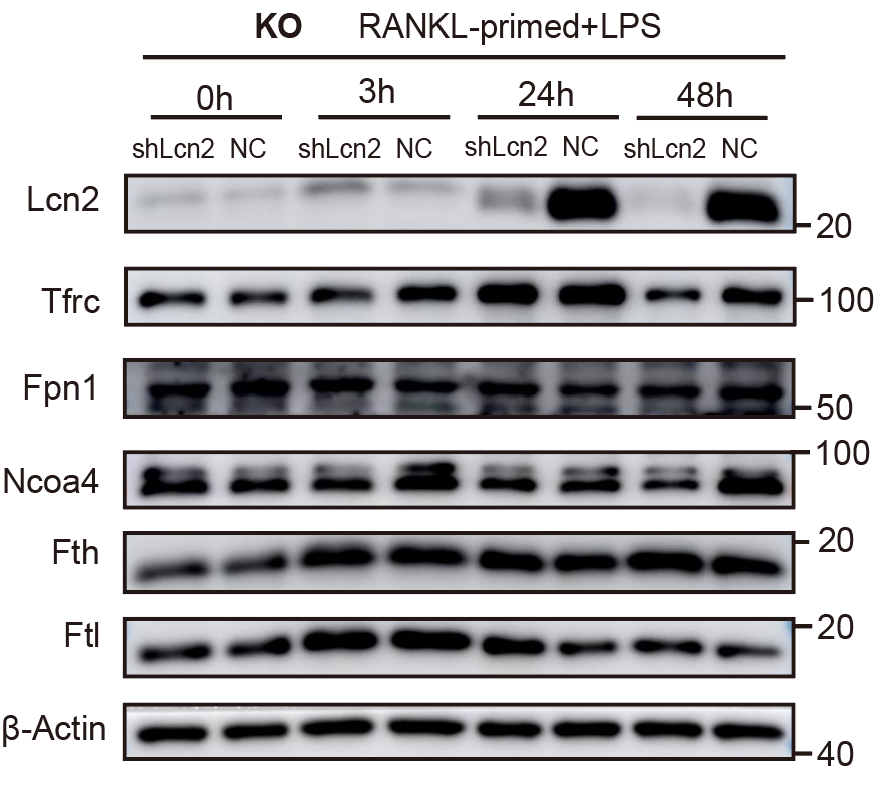 | Lcn2 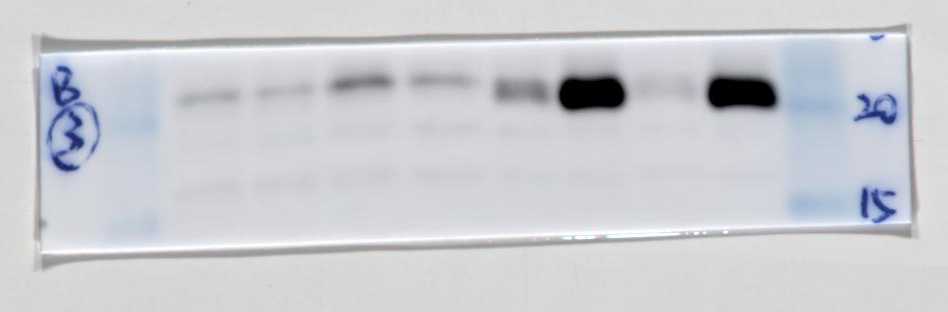 | 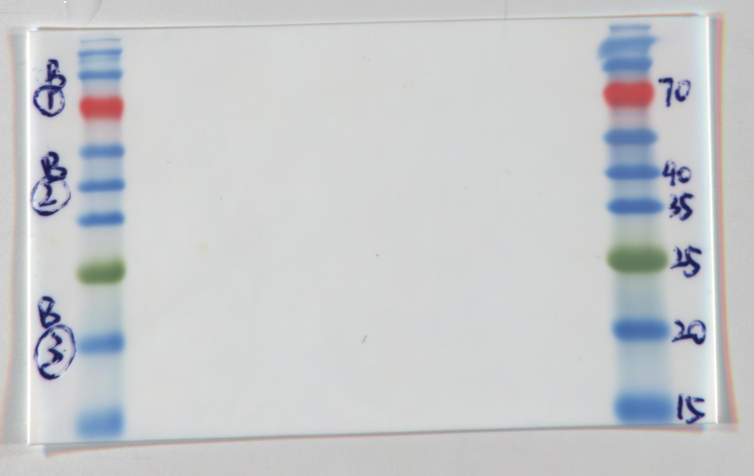 | 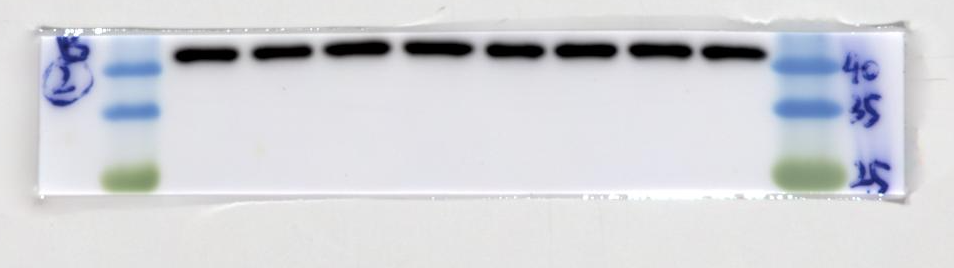 |
|  | Tfrc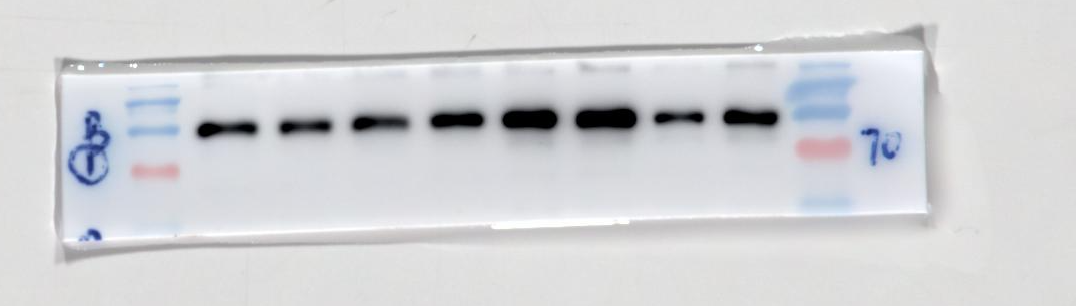 |  |  |
|  | Fpn1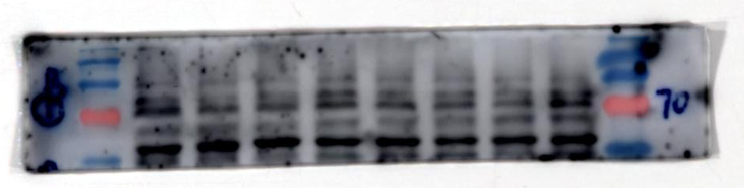 |  |  |
|  | Ncoa4 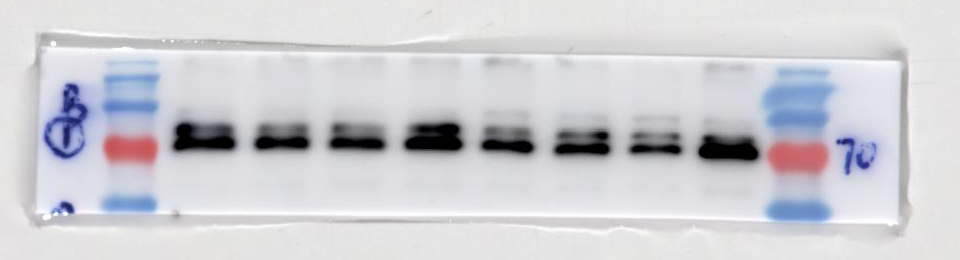 |  |  |
|  | Fth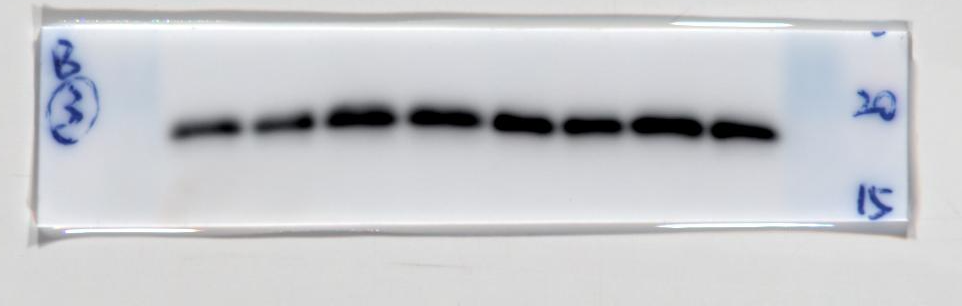 |  |  |
|  | Ftl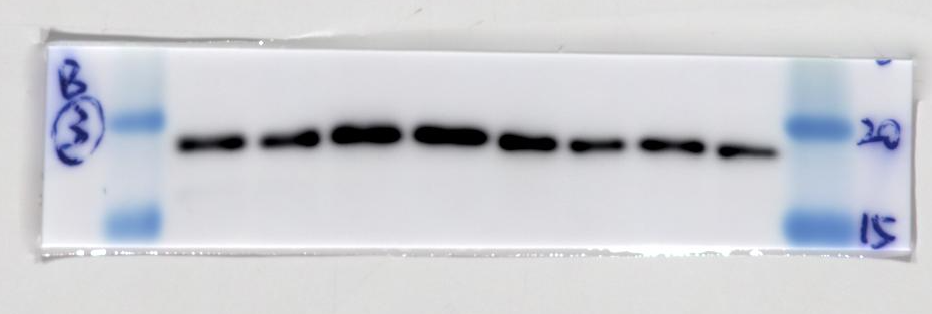 |  |  |
|  | β-Actin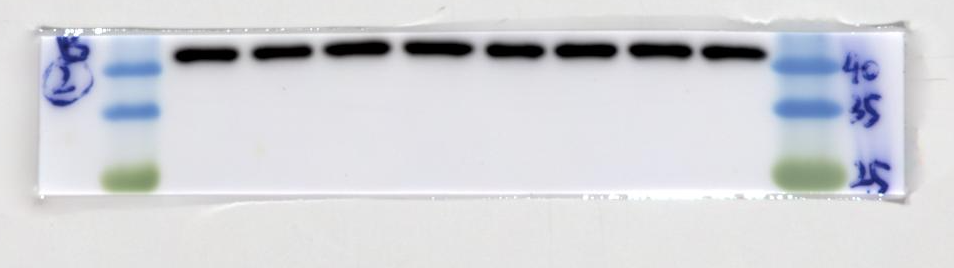 |  |  |

| Image in figure | Original image | Original full image  (with same handwritten number) | β-Actin of original full image |
| --- | --- | --- | --- |
| Fig. S2D up  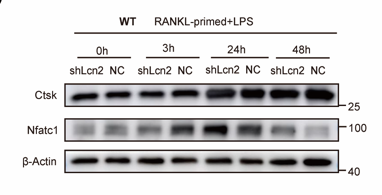 | Ctsk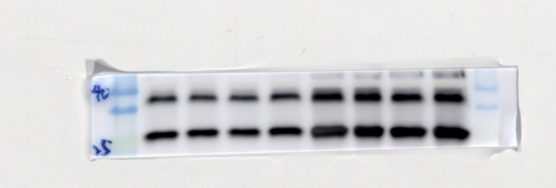 | 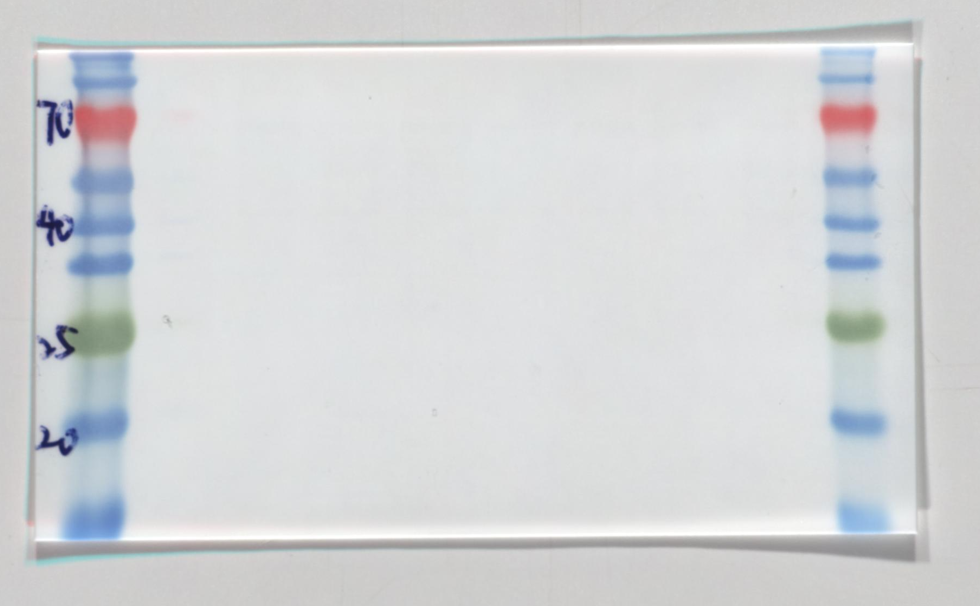 | 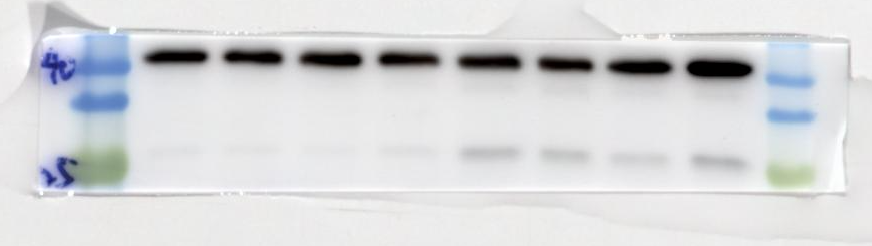 |
|  | β-Actin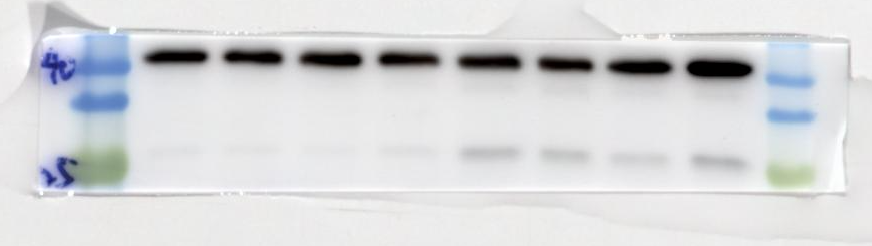 |  |  |
|  | Nfatc1  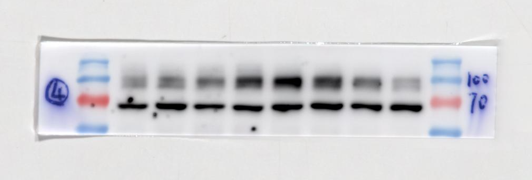 | 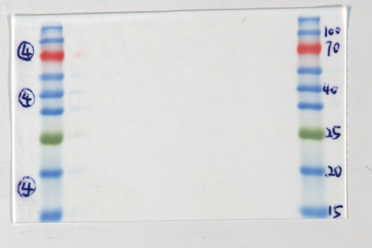 | 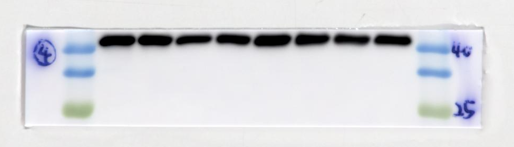 |
| Fig. S2D down  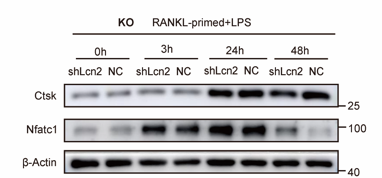 | Ctsk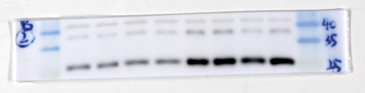 | 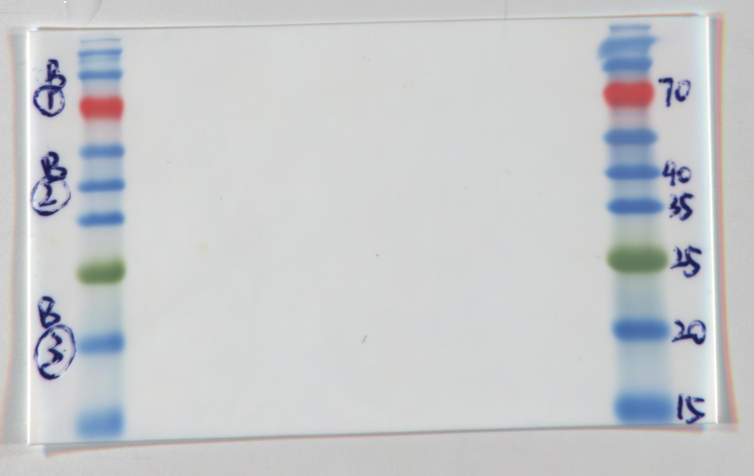 | 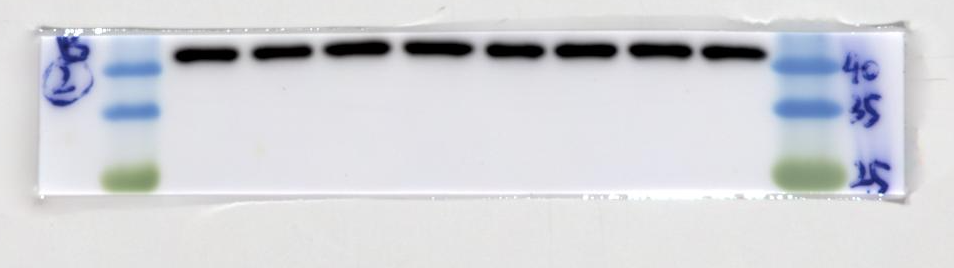 |
|  | Nfatc1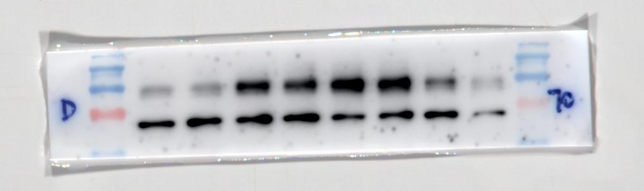 | 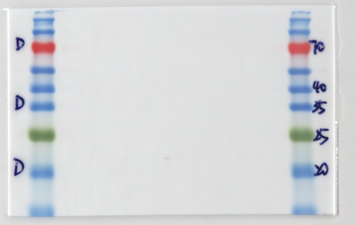 | 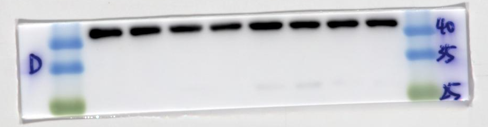 |
|  | β-Actin  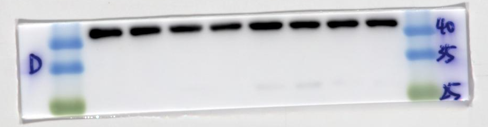 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

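RNA was sequenced from WT and *lincRNA-EPS* KO osteoclast precursors after RANKL-priming, with 3 libraries per genotype. The paper's text states that sequencing and data analysis were done at Majorbio and on its cloud platform, and names no aligner, counting tool, genome build, normalization or differential expression test for them. Its statistics paragraph gives tests between groups in Prism for the paper as a whole and does not mention tests across genes. The authors deposited a single table of estimated counts per gene, which were not normalized and were partly not whole, as tools give that divide reads between genes. The table also carries the authors' mean for each genotype and the KEGG and Reactome terms of each gene. The means were not used.

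The libraries were grouped by genotype from their labels. For the count tests the estimated counts were rounded to whole numbers. R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. In edgeR, genes were kept by filterByExpr with the genotype as group, libraries were scaled by TMM, and genotypes were compared with glmQLFit (legacy = FALSE, where the default of the installed version is TRUE) and glmQLFTest without other covariates. The p-values were adjusted by the Benjamini-Hochberg method. The limits were an adjusted p-value under 0.01 and a fold change above 1.3, which is 0.379 on the log2 scale, as the lines in Fig. 2B are drawn. The common biological coefficient of variation was 0.142. Intervals and floors cover counting error only, and the smallest level taken as measured was 3 counts, or 0.150 to 0.173 CPM in these libraries.

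The genes named in the text were fixed beforehand as those labelled in Fig. 2B or Fig. 2F or named by the paper for this experiment, lincRNA-EPS, the osteoclast and iron genes of Table S1, and up to 5 higher and 5 lower genes with the largest change among those past the limits whose WT and KO libraries did not overlap. *Ttc39a* and *Parp9*, and members of a term or region that are named outside this rule (*Fcgr1* and *Cd200*), were chosen after their values were seen. Of the identifiers in the table, 51884 have a transcript in GENCODE release M21 on GRCm38. Positions, exon overlaps, GC content and length come from that annotation, with GC content and length taken from the longest transcript of a gene. The paper's text does not state the build behind the counts.

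The 7 gene lists (osteoclast, iron handling, ferroptosis, V-ATPase, interferon-stimulated, neutrophil, and NF-κB inflammatory genes) were written beforehand without the genes labelled in Fig. 2, and tested with limma's camera on voom values with an inter-gene correlation of 0.01, two-sided. Enrichment of the genes past the limits was tested with a one-sided Fisher's exact test on the terms in the table, against the tested genes with at least 1 term of that resource, and adjusted over the terms with at least 1 such gene. Camera was also run over all terms with at least 3 tested genes, with the same fixed inter-gene correlation.

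The alternatives set before the data were examined were DESeq2's size factors or library size alone in place of TMM, DESeq2's Wald test, edgeR's legacy quasi-likelihood test, limma-voom, no filter on low counts, at least 10 counts in every library, other limits, the replicate number as a block, each library left out in turn, limma's fry and an estimated inter-gene correlation for the gene lists, and other backgrounds, directions and limits for enrichment. The block takes its pairing from the replicate numbers in the labels. Neither the labels nor the paper say that same-numbered WT and KO cultures were handled together. After the data were seen, a GC correction was added. It fits a natural spline with 5 degrees of freedom to each library's deviation from the mean against GC content and enters the fit as offsets. The same correction was tried with the replicate block, with transcript length, and with DESeq2. Of the 13428 genes tested, 13176 have a GC value, and the others were left as they were.

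The fits were tested on simulated counts for the same genes with the means, dispersions and library sizes of the real libraries, in which 200 genes were changed by 1 on the log2 scale. The dispersions were estimated without the GC correction, so they already hold GC differences between libraries of one genotype. Without GC bias DESeq2 recovered 95.0% of them with 14 other genes called, and edgeR called 5 other genes. Proteome, qRT-PCR and animal experiments of the paper were not analysed here.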

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

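The tests on *Dtx3l* below were chosen after its change was seen. *Dtx3l*, which encodes an E3 ubiquitin ligase, was the only gene past the limits in edgeR's test, and the paper does not discuss it. It had a log2 fold change of -2.25, with 502, 489 and 499 counts in WT replicates 1, 2 and 3 and 87, 106 and 113 in KO replicates 1, 2 and 3, so it was lower in 3 of 3 KO libraries. DESeq2 gave it an adjusted p = 2.74e-36. Over all alternatives its log2 fold change stayed between -2.36 and -2.13, and its adjusted p between 2.67e-49 and 0.0179. It fell short of the limit of 0.01 in 3 of the fits with a library left out.

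GC content bias does not account for the change: after the GC correction the log2 fold change was -2.36 (adjusted p = 0.000116 from edgeR's quasi-likelihood test). Reads shared with *Parp9*, which overlaps *Dtx3l* on the other strand, were not behind it as far as *Parp9* shows, since its log2 fold change was 0.040. Another explanation is DNA around *Dtx3l* that differs between the WT and KO mice, such as a stretch from another strain. Of 85 genes within 10 Mb of *Dtx3l*, 3 were past the limits with DESeq2 (*Cd200*, *Parp14* and *Tfrc*), against 119 of the 10371 genes with a position and an adjusted p, *Dtx3l* itself left out (one-sided Fisher's exact test, p = 0.0740). This is not an excess at 0.05, although *Parp14*, which lies 54966 bases from *Dtx3l*, and *Tfrc* are genes of Fig. 2. A variant within *Dtx3l* itself was not tested. *Dtx3l* lies on another chromosome than lincRNA-EPS. An effect of the knockout on *Dtx3l* remains a hypothesis.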

How the results depend on the processing

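The GC corrections were added after the data were seen. With DESeq2's size factors, library size alone, the legacy quasi-likelihood test, limma-voom, no filter, at least 10 counts in every library, an adjusted p-value under 0.05, no limit on the fold change, or a log2 fold change beyond 1.3, edgeR's or limma's test gave 0 genes higher and 1 lower, as in the test reported. The unadjusted p-value was under 0.05 for 3515 genes there, and for 3410 to 4209 with another scaling, test or filter among these. At an adjusted p-value under 0.05, another scaling and the legacy test also gave 0 higher and 1 lower. At that limit limma-voom gave 2 and 4, no filter 4 and 12, and at least 10 counts in every library 1 and 4. The replicate block gave 6 and 10. Leaving out KO replicate 1 gave 4 and 16, KO replicate 3 gave 4 and 7, and any other library 0 and 1. The median log2 fold change of all genes was 0.0091 with TMM, 0.0116 with DESeq2's size factors and -0.0061 with library size alone, so scaling shifted it little.

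DESeq2 gave 54 genes higher and 72 lower, put 22 of the 36 named genes past the limits in place of 1, and gave *Lcn2* a log2 fold change of 0.47 with an adjusted p of 0.00407. With its gene list the adjusted p was 0.00212 for metal sequestration and 0.00906 for iron uptake and transport. With only the genes higher in KO in that list these were 4.35e-05 and 0.00148, and 0.00396 for transferrin endocytosis and recycling. With all annotated genes as background they were 0.000486 for metal sequestration and 0.00690 for iron uptake. Without V-ATPase subunit genes metal sequestration had 0.00191. Camera over all terms gave metal sequestration 0.00632. These variants of the DESeq2 list and camera over all terms were chosen after the data were seen. With edgeR's list, which holds 1 gene, no choice of background, direction or limit could move an enrichment, and the list of genes higher in KO has 0 genes and gave no value.

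With the GC correction, edgeR gave 1 gene higher and 2 lower, and 3 named genes past the limits. The osteoclast and neutrophil lists passed 0.05, with medians of 0.18 and 0.21, and the ferroptosis list changed sign to 0.0073. *Ftl1* changed sign to 0.21 and *Acsl4* to -0.11. Camera with the correction gave metal sequestration an adjusted p of 0.000375 and transferrin endocytosis 0.0228, and iron uptake and transport 0.0984, which is short of 0.05. Correcting for GC content and length gave 13 genes higher and 12 lower, 9 named genes past the limits, and log2 fold changes of 0.48 for *Lcn2* (adjusted p = 0.00936), 0.016 for *Ftl1* and -0.041 for *Acsl4*. With these corrections *S100a8* and *S100a9*, the other genes behind metal sequestration, had 0.44 and 0.33 (adjusted p = 0.0789 and 0.0607). DESeq2 with the GC correction gave 197 higher and 151 lower, 97 of which were among the genes of DESeq2 without it, with 21 named genes, 0.64 for *Lcn2*, 0.21 for *Ftl1* and -0.10 for *Acsl4*, and 0.0130 for metal sequestration. With that list iron uptake and transport no longer passed 0.05 (0.178), and transferrin endocytosis and recycling (0.150) did not pass either. The adjusted p of *Lcn2* there was 2.84e-10, the lowest of its alternatives, whose highest was 0.442.

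Same-numbered WT and KO libraries did not deviate together from their group means (r = -0.215, 0.0766 and 0.166 for replicates 1, 2 and 3 across genes, mean 0.0093). With the replicate block, 0 genes were higher and 1 lower, *Lcn2* had a log2 fold change of 0.47 (adjusted p = 0.0779), lincRNA-EPS had an adjusted p of 0.0441, and the V-ATPase list had the median 0.20 with an adjusted p of 0.104. With the GC correction and the replicate block together, 0 genes were higher and 1 lower, the osteoclast, neutrophil and ferroptosis lists had medians of 0.18, 0.22 and 0.0073, and *Ftl1* and *Acsl4* had 0.20 and -0.11.

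With the inter-gene correlation estimated for each list, the V-ATPase list (0.20) and the interferon-stimulated list (-0.31) no longer passed, both with an adjusted p of 0.193. Adding the genes labelled in Fig. 2 brought the osteoclast and neutrophil lists to 0.17 each and past 0.05 (adjusted p = 0.00239 and 0.00462), which shows no stability since those genes were chosen from these libraries. The iron handling list stayed below 0 and short of 0.05 in all 15 alternatives, from -0.092 to -0.0047.

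Across the 6 fits that each left out one library, genes higher in KO stayed at 0, genes lower went from 0 to 2, and named genes past the limits from 0 to 1. *Nfatc1* ran from -0.061 to 0.13 and *Gpx4* from -0.046 to 0.14. List medians ran from -0.0029 to 0.13 for osteoclast, 0.16 to 0.22 for V-ATPase, 0.024 to 0.22 for neutrophil and -0.061 to 0.0036 for NF-κB inflammatory genes. The V-ATPase list was short of 0.05 in 4 of the 6 fits (adjusted p = 0.0668 to 0.113) and passed without WT replicate 2 or KO replicate 3 (0.0137 and 0.00228). Without either of these, the osteoclast list (0.00620 and 0.00142) and the neutrophil list (0.0137 and 0.00228) also passed, and in the other 4 fits they did not. With WT replicate 2 left out, the fit with the fewest genes at an unadjusted p-value under 0.05, there were 1536 such genes. Of the named genes other than *Lcn2* and lincRNA-EPS, 20 became called with DESeq2, 7 with GC and length corrected, 19 with DESeq2 and the GC correction, and 2 with the GC correction alone.

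The cause was not tested for the changes above, apart from the GC bias in the simulated counts. The fold changes of edgeR and DESeq2 were nearly equal. *Dcstamp* had 0.84 in both, with standard errors of 0.099 and 0.11, and *Lcn2* had 0.47 in both, with 0.098 and 0.11. The gap in calls between these tests thus lies in their p-values and adjustment and not in the size of these changes. LincRNA-EPS was left without an adjusted p by DESeq2, and the filter of 10 counts in every library removed it because of its 0 counts in KO. Where it had an adjusted p, this ranged over the alternatives from 0.0126 with limma-voom to 0.442. The depth limits the fold change of lincRNA-EPS to a lower bound.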

Differences from the paper's values

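The paper takes its top 125 differentially expressed genes into further analysis, and edgeR's test gave 1. By eye, Fig. 2B shows about 54 genes higher and about 71 lower in KO, against 0 and 1 here, with 1742 and 1773 at an unadjusted p-value under 0.05. Of the 14 genes of Fig. 2F, which the paper draws from its differentially expressed genes, 0 passed both limits over all genes, and all 14 had an unadjusted p-value under 0.05. Among the alternatives set before the data were examined, DESeq2 is the only one under which all of these fall within 1.5 times the paper's values, with 126 genes, 54 higher, 72 lower, and 14 of the 14. DESeq2's size factors in edgeR, library size alone, the legacy test, limma-voom, both other filters, the replicate block, and each library left out did not close the gap. Among the alternatives chosen after the values were seen, edgeR with the GC correction called *Dcstamp* and *Parp14*, which Fig. 2B labels. Correcting for GC content and length called *Lcn2*, *Ctsk* and *Atp6v0d2* of Fig. 2F, and DESeq2 with the GC correction called all of the 14 genes but *Slc11a1*, *Hmox1* and *Tfrc*. The paper's text does not name its test.

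The legend of Fig. 2A gives its fold change limit on the log2 scale, while the lines in Fig. 2B are drawn near 0.379, and the 9 genes labelled there include several with a smaller log2 fold change than the legend's limit, such as *Ampd3* at -0.64 and *Ctsk* at 0.77 in the values here. At the legend's limit edgeR's test gave 0 genes higher and 1 lower.

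The paper names *Lcn2* and *Tfrc* among the genes with the highest increase. By log2 fold change *Lcn2* was number 1187 and *Tfrc* number 585 of 13428 genes, and with DESeq2 they were number 52 and number 37 of the 54 genes called higher. By p-value in edgeR's test they were number 94 and number 222. Among the 9 genes of Fig. 2F that were higher, *Lcn2* (0.47) had the smallest increase and *Tfrc* (0.62) the next smallest. After the GC correction *Lcn2* (0.64) was above *Atp6v1d* (0.43) and *Tfrc* (0.33), which then had the smallest.

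Fig. 2C lists osteoclast differentiation and ferroptosis as enriched. Their adjusted p here was 0.463 and 0.520 with the list from DESeq2, and neither passed 0.05 in the 13 alternatives of each. The alternatives with a list from edgeR could not have passed, since they hold only *Dtx3l* among genes with a KEGG pathway. The lowest adjusted p was 0.0993 for osteoclast differentiation, with a fall in KO in the GC-corrected camera test. For ferroptosis it was 0.277, with the list from DESeq2 and all annotated genes as background. Both were chosen after the data were seen. In Fig. 2D the paper lists 3 iron pathways of Reactome, and with edgeR's list each had an adjusted p = 1. With the list from DESeq2, set beforehand, metal sequestration (0.00212) and iron uptake and transport (0.00906) passed 0.05 and transferrin endocytosis and recycling (0.0991) did not. The latter passed with the genes higher in KO from DESeq2 (0.00396) and with camera after the GC correction (0.0228), both chosen after the values were seen. Fig. 2C and Fig. 2D are coloured by p-value, and their legends do not say whether it is adjusted. The unadjusted p with the list from DESeq2 was 0.0671 for osteoclast differentiation, 0.0853 for ferroptosis and 0.00240 for transferrin endocytosis and recycling. With all annotated genes as background, chosen after the values were seen, it was 0.0170 for osteoclast differentiation and 0.0359 for ferroptosis.

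Fig. 2B does not label *Dtx3l*, which had the smallest p-value in edgeR's test. Its adjusted p from DESeq2 lies beyond the end of the y axis in Fig. 2B.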

Other observations

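The tests on GC content, length, mitochondrial transcripts and *Ttc39a*, and on splits with DESeq2 or the GC correction, were chosen after the result was seen.

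Other splits of the 6 libraries into 3 and 3 gave fewer genes. Of the 10 splits, 4 part all same-numbered libraries as the real one does. Among these 4, only 1, the real one, gave as many genes past the limits with edgeR (1 gene), with DESeq2 (126 genes) and after the GC correction (3 genes). The other 9 splits gave 0 with edgeR's test, 0 or 1 with DESeq2, and 0 after the GC correction. At an unadjusted p-value under 0.05 the real split gave 3515 genes with edgeR, and the others between 100 and 1056. With 10 splits the share cannot go below 0.1, so this comparison could not have passed 0.05 whatever the data.

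The log2 fold change fell with the GC content of a gene, and libraries of one genotype differed along GC content as strongly, with an absolute r of up to 0.614. This is close to the size of the r of the fold change itself (-0.611). KO replicates 2 and 3 reached an absolute r of 0.608, and WT replicates 2 and 3 of 0.509. A GC bias of single libraries, mainly KO replicate 3 and WT replicate 2, is therefore a candidate explanation. In every pair of a WT and a KO library, however, the difference fell with GC content. The r reached -0.698 between WT replicate 2 and KO replicate 3, and was between -0.114 and -0.258 in pairs without these libraries. Within a genotype, WT replicates 1 and 3 had r = 0.0717 and KO replicates 1 and 2 had r = -0.167. With GC content corrected, the log2 fold change still followed log2 transcript length (r = -0.315 across genes), which may be a second bias of the same libraries. With both removed, 13 genes were higher and 12 lower. A change in the cells that follows GC content or length would look the same, and the corrections would remove it too. No library or sequencing batch is given that could tell them apart.

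Interferon-stimulated genes were lower in KO as a group. Of 57 tested genes outside Fig. 2, 45 were lower, with a median log2 fold change of -0.31 (adjusted p = 5.08e-07, limma's camera test with a fixed inter-gene correlation). In the GC-corrected values 50 of them were lower, with a median of -0.29 (adjusted p = 2.41e-12). The sign of the median was negative under TMM, DESeq2's size factors and library size alone. Over the alternatives the adjusted p ranged from 2.41e-12 to 0.193, the highest with the correlation between these genes estimated from the 6 libraries. A shared fall of interferon-stimulated genes may account for part of the genes lower in KO, as *Irf7*, *Oas3*, *Oasl2*, *Siglec1* and *Parp14*, which the paper labels in Fig. 2B, are such genes. Whether it comes from the knockout or from a culture condition was not tested.

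*Lcn2*, *S100a8*, *S100a9* and *Cxcr2* are abundant in neutrophils. More RNA of neutrophils or their precursors in the KO cultures would raise other neutrophil genes. The 28 tested genes of a neutrophil list without these 4 had a median log2 fold change of 0.11, with 20 higher and 8 lower (adjusted p = 0.125, limma's camera test), and after the GC correction 0.21 (adjusted p = 0.00196). The test thus comes out differently with and without the correction, and over its alternatives the adjusted p ranged from 0.00142 to 0.731. The increase of *Lcn2* in KO cannot be told apart from a small change in cell composition.

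V-ATPase subunit genes could link the iron pathways to the osteoclast program. Without them the adjusted p with DESeq2's list was 0.112 for iron uptake and transport, which had passed 0.05 with them, and 0.00191 for metal sequestration, which rests on other genes. Transferrin endocytosis and recycling (0.281) and ferroptosis (0.540) had not passed with them either, so those tests decide nothing. For iron uptake and transport 5 of 38 background genes were in the list with the V-ATPase genes and 3 of 23 without them (unadjusted p = 0.00253), so the share in the list hardly moved. The loss at 0.05 goes with a smaller term and does not show that the V-ATPase subunits carry the enrichment.

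KEGG osteoclast differentiation and the osteoclast list moved in opposite directions, with median log2 fold changes of -0.12 and 0.10. In the GC-corrected values they were -0.09 and 0.18. No explanation was tested.

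DNA carried along with the knockout allele could leave an excess of changed genes near lincRNA-EPS. Of 98 genes within 10 Mb of it on chromosome 4 with an adjusted p from DESeq2, 0 were past the limits (one-sided Fisher's exact test, p = 1), against 120 of 10372 in all. The test could show only an excess of several genes and does not rule out single changed neighbours. It leaves out *Ttc39a*, 467 bases away, which has no adjusted p from DESeq2. *Ttc39a* was chosen after its values were seen, with 45, 57 and 47 counts in WT and 11, 13 and 10 in KO, a log2 fold change of -2.09 (adjusted p = 0.0805 from edgeR's quasi-likelihood test). With the GC correction these were -1.99 and 0.0176. The 2 genes share 0 exonic bases in the annotation, which cannot rule out that reads of a longer, unannotated transcript were counted on *Ttc39a*. Whether the knockout removed sequence that *Ttc39a* needs was not tested.

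All 6 libraries look male. *Xist* had at most 1 count in each, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were present in all 6. Of these 5 transcripts 0 separated WT from KO, so a different sex of the mice is not behind the changed genes.

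Mitochondrial transcripts took 1.503%, 1.001% and 1.527% of the counts in WT replicates 1, 2 and 3 and 1.783%, 2.12% and 3.32% in KO. All 15 tested mitochondrial genes had a higher level in KO, with a median log2 fold change of 1.03, and 0 passed the limits. Their transcripts have a median GC content of 36.0%, against 49.2% for all tested genes. The GC correction left a median of 0.59, so the bias along GC content may account for part of the rise and not for all of it. A difference in RNA quality or in the removal of ribosomal RNA was not tested. *Rn18s-rs5*, a ribosomal RNA gene, took 2.71% of the counts in KO replicate 2 and between 0.202% and 0.575% in the other libraries.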
